# Nonallelic homologous recombination events responsible for copy number variation within an RNA silencing locus

**DOI:** 10.1002/pld3.162

**Published:** 2019-08-27

**Authors:** Young B. Cho, Sarah I. Jones, Lila O. Vodkin

**Keywords:** copy number variation, *Glycine max*, nonallelic homologous recombination, RNA interference, soybean

## Abstract

The structure of chalcone synthase (*CHS*) gene repeats in different alleles of the *I* (inhibitor) locus in soybean spawns endogenous RNA interference (RNAi) that leads to phenotypic change in seed coat color of this major agronomic crop. Here, we examined *CHS* gene copy number by digital PCR and single nucleotide polymorphisms (SNPs) through whole genome resequencing of 15 cultivars that varied in alleles of the *I* locus (*I*, *i^i^*, *i^k^*, and *i*) that control the pattern distribution of pigments in the seed coats. Lines homozygous for the *i^i^* allele had the highest copy number followed by the *I* and *i^k^* cultivars which were more related to each other than to the lines with *i^i^* alleles. Some of the recessive *i* alleles were spontaneous mutations, and each revealed a loss of copy number by digital PCR relative to the parent varieties. Amplicon sequencing and whole genome resequencing determined that the breakpoints of several *i^i^* to *i* mutations resulted from nonallelic homologous recombination (NAHR) events between *CHS* genes located in segmental duplications leading to large 138‐kilobase deletions that erase the structure generating the *CHS* siRNAs along with eight other non‐*CHS* genes. Functional hybrid *CHS* genes (designated *CHS5:1*) were formed in the process and represent rare examples of NAHR in higher plants that have been captured by examining spontaneous mutational events in isogenic mutant lines.

## 1 INTRODUCTION

Repetitive sequences are extensive in many organisms including plant genomes. For example, 80% of the maize genome consists of repeats (Schnable et al., 2009) and regions of genome duplication have occurred in the progenitors of *Arabidopsis* (Arabidopsis Genome Initiative, 2000) and *Glycine max* (soybean), an inbred species of great agronomic importance for animal and human feed (Schmutz et al., 2010). Repetitive DNA regions in higher organisms can be the origin of chromosomal genomic rearrangements such as deletions, inversions, and insertions (Lye & Purugganan, 2019; Sasaki, Lange, & Keeney, 2010; Zmienko, Samelak, Kozlowski, & Figlerowicz, 2014). Repeated DNA regions often create problems in the assembly of short next‐generation sequence (NGS) reads that are typically 100–150 nucleotides (nt). This leads to mis‐assemblies and gaps in sequenced genomes (van Dijk, Jaszczyszyn, Naquin, & Thermes, 2018; Salzberg & Yorke, 2005; Treangen & Salzberg, 2012).

A repeated gene region in soybean is also an example of naturally occurring RNA interference (RNAi) that leads to a phenotypic change in the agronomically important trait of seed color. Chalcone synthase (CHS), the first committed enzyme in the pathway to synthesis of flavonoids and anthocyanins, has multiple family members in many plant species including soybean. Reduced *CHS* mRNAs and CHS activity were found in developing seed coats of soybean isolines with the dominant *I* (fully yellow seed coat and hilum, where the seed attaches to the pod) or *i^i^* (yellow seed coat with black hilum) alleles compared to varieties that are homozygous for a recessive *i* allele that specifies fully pigmented seed coats (Wang, Todd, & Vodkin, 1994). Sequenced recombinant lambda clones selected by hybridization with a CHS cDNA showed linkage of several *CHS* genes (*CHS1*, *CHS3*, and *CHS4*) within a 10.9‐kilobase (kb) segment (Akada & Dube, 1995) and conventional cloning and sequencing in several reports revealed at least nine *CHS* family members. By analyzing restriction fragment length polymorphisms (RFLPs) and polymerase chain reaction (PCR) products of spontaneous mutations of *I* → *i* or *i^i^* → *i* alleles, the *I* locus was identified to be a region of repeated *CHS* genes (Todd & Vodkin, 1996). Surprisingly, the presence of more *CHS* copies based on RFLPs using gene‐specific probes suppressed expression of *CHS* mRNAs while deletions of *CHS* genes restored higher *CHS* mRNA expression. In this regard, the dominant *I* alleles paralleled the phenomenon of cosuppression or post‐transcriptional gene silencing (PTGS) in plants (Napoli, Lemieux, & Jorgensen, 1990) that later was explained by the action of endogenous RNA interference (RNAi) by small RNAs (Baulcombe, 2004; Matzke & Birchler, 2005; Matzke & Matzke, 2004). In the soybean example, BAC (bacterial artificial chromosome) sequencing and NGS sequencing of small RNA populations showed that short interfering RNAs (siRNAs) related to *CHS* genes were produced in the Williams *i^i^* genotype (yellow seed coat with black hilum) by an unusual 27‐kb region that consists of two identical 10.91‐kb inverted repeats of *CHS1*, *CHS3*, *CHS4* and *CHS4*, *CHS3*, *CHS1* that are separated by 5.71 kb of intervening sequence that codes for one hypothetical protein (Clough et al., 2004; Tuteja, Clough, Chan, & Vodkin, 2004; Tuteja & Vodkin, 2008; Tuteja, Zabala, Varala, Hudson, & Vodkin, 2009). This region is referred to here as *CHS1‐3‐4‐Hypo‐CHS4‐3‐1* and is located on chromosome (chr) 8 along with six additional *CHS* genes. This unusual structure spawns tissue‐specific primary and secondary *CHS* siRNAs that regulate similar *CHS* mRNAs of which the unlinked and more distantly related *CHS7* and *CHS8* are the major downregulated targets in the immature yellow seed coats (Cho, Jones, & Vodkin, 2013; Tuteja et al., 2009).

Not only do the *CHS7* and *CHS8* genes produce the main transcripts involved in the seed coats that produce pigments in the homozygous *i* varieties, but they are also the main *CHS* genes involved in the production of the nutritionally significant isoflavonoids in the cotyledons that are encased within the seed coats (Dhaubhadel, Gijzen, Joy, & Farhangkhoee, 2007). Since the *CHS* siRNAs are tissue‐specific and produced only in the seed coats, the flavonoid pathway is not inhibited in the cotyledons and the isoflavonoids are still produced in soybean varieties with yellow seed coats. Similarly, the *CHS* genes, including those located on the chr 8 region, are more highly expressed or capable of induction in other tissues of *I* and *i^i^* genotypes, thus allowing production of other secondary products important for nodulation or plant defense in other tissues as roots and leaves. Mottling (irregular sectors of pigment) on otherwise yellow seed coats with *I* or *i^i^* genotypes has been shown to result from suppression of CHS PTGS by viral suppressor proteins (Senda et al., 2004) or from cold temperature stress (Nagamatsu et al., 2007).

In addition to the *I*, *i^i^*, and *i* alleles, there is a rare fourth allele, designated *i^k^*, that manifests a two‐colored seed coat. Known as the saddle pattern, the pigmented region occupies a saddle‐shaped region emanating from the hilum area to cover about two‐thirds of the seed coat. In addition to being produced in a tissue‐specific manner, the *CHS* siRNAs are also produced in a pattern‐specific manner within only the yellow sections of the seed coat proper (Cho, Jones, & Vodkin, 2017). The pigmented hilum and the saddle of seed with homozygous *i^i^* and *i^k^* genotypes have higher levels of *CHS7* and *CHS8* and low levels of *CHS* siRNAs, whereas the yellow sectors of the seed coat proper are the opposite with low *CHS* mRNA and high *CHS* siRNAs. We have also recently identified the unlinked *k1* mutation which interacts with the dominant *i^i^* to mimic the saddle pattern produced by the *i^k^* allele as a mutation in *Argonaute5*, a member of the small RNA pathway (Cho et al., 2017).

In this report, we have examined the *CHS* repeated region on chr 8 by digital PCR to assess copy number in varieties with different alleles of the *I* locus. We also subjected 15 of these lines (Data Set S1) to whole genome resequencing to define variation in the alleles of the *I* locus. We delineated the breakpoints of deletions in some rare recessive *i* mutations despite the fact that the first two public genome assemblies for soybean contained inversions or gaps and did not accurately represent the structure of this region because of the unusual repeated *CHS* gene arrangements within it. We found that at least three of the mutations result from nonallelic homologous recombination (NAHR) between some of the *CHS* gene repeats leading to large segmental deletions that erase the structure generating the *CHS* siRNAs along with eight other non‐*CHS* genes. Since the phenotype is easily observable, the black‐seeded *i* mutations represent rare examples of observed NAHR events in higher plants. Most examples of NAHR in higher plants have been inferred from gene arrangements as opposed to captured directly in mutational events (Zhang et al., 2015).

## 2 RESULTS

### 2.1 Current genome assemblies contain gaps in the *I* locus region which were corrected by BAC sequences

Alignments of whole genome resequencing data to the current soybean genome for Williams 82.a2 assembly available from Phytozome (https://phytozome.jgi.doe.gov/) contained multiple large gaps in the *I* locus region likely because of the repetitive nature of the *CHS* genes comprising the locus. We undertook a comparison of both assembly versions Gmax109 Wm82.a1 (released in 2010, Schmutz et al., 2010) and Gmax275 Wm82.a2 (released in 2012) for the soybean genome compared to several of our previously published BAC sequences (Clough et al., 2004; Tuteja & Vodkin, 2008) that were also derived from Williams 82. As shown in Figure 1, the two different genome assembly versions have a major inversion with respect to each other. Although the Wm82.a2 genome is more closely representative of our BAC sequences, there are still several large gaps in the *I* locus region where the genome was not assembled properly. Not surprisingly, the unusual 27‐kb inverted repeat structure of clusters of *CHS1‐3‐4* and *CHS4*‐*3‐1* genes previously found in our Williams 82 BAC sequences resides in those gapped regions found on chr 8. For this reason, we made a modification to the fasta file of the Williams 82.a2 chr 8 assembly, to fill in and correct that region. We then compared our genomic sequence data derived from the Williams cultivar with the Wm82.a2 genome and the modified genome (Figure 1d,e) and showed consistent high quality coverage with the *i^i^* allele region without any missing regions. In subsequent alignments, we primarily used the modified genome with the annotations of the *CHS* genes in that region as shown in Figure 1e with the addition of three *CHS* genes that form the 27‐kb inverted repeat *CHS1‐3‐4* and *CHS4‐3‐1* region and are the origin of the small RNAs from the *i^i^* allele. Correspondence of annotations of the other Glyma models within the 250‐kb region can be seen in Figure 1a,b including two other upstream clusters composed of *CHS5‐3‐1‐9* genes and another with *CHS3‐5*. All totaled, 12 CHS genes are found in this region with many of them in inverted orientation with respect to the adjacent *CHS* gene, although only nine are shown in the Wm82.a2 assembly. Very recently, a new soybean reference assembly version under construction, Wm82.a4, was made available at SoyBase (www.soybase.org). This version aims to fill in the gaps in the previous versions using PacBio BAC sequencing. This newer genome contains the full complement of 12 CHS genes on chromosome 8 in the arrangements as found in our previously sequenced BACs 56G2 and 77G7‐a as shown in Figure 1e and in our modified genome track of Figure 1e.

**Figure 1:**
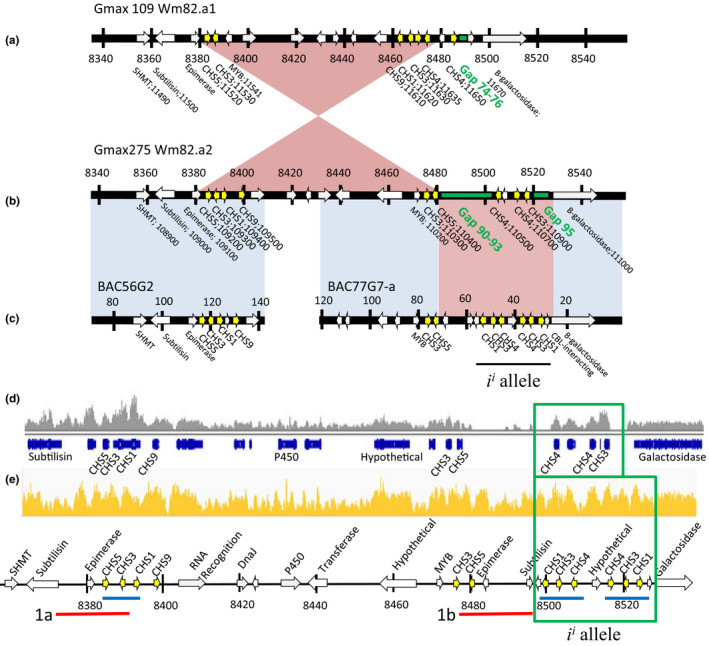
Genome organization around the *i^i^* allele containing highly repeated *CHS* genes. The current soybean reference genome (Gmax275 Wm82.a2) shows gaps in regions of highly repeated *CHS* genes when compared to the same region from BACs representing the *i^i^* allele. (a‐c) Genome segment of chr 8 near the *I* locus from a, the reference genome of the first soybean genome assembly Wm82.a1 (Schmutz et al., 2010) compared to (b), the current genome assembly in Wm82.a2 in Phytozome, and compared to (c), the indicated BAC (bacterial artificial chromosome) sequences from Clough et al. (2004) and Tuteja and Vodkin (2008) that were cloned from the same Williams 82 variety (*i^i^* allele) used in the two genome assemblies. Arrows indicate genes and direction. Yellow arrows are the 12 *CHS* genes present in this region. Green indicates gaps in the sequence that consist of runs of the base *N*. Select genes are labeled with only the numerical part of their Glyma gene identifier; for example, SHMT in part (a) is Glyma08g11490 and is Glyma.08G108900 in part (b). Triangles indicate an inverted region between two genome versions. Blue shading indicates the match between the reference genome and the regions of BAC56G2 and BAC77G7‐a, and the pink section indicates an incomplete area of the reference genome which is filled in by BAC sequences. Vertical bars on the gene tracks indicate 20‐kb segments with their positions in kb on the reference genome, and the region of the *i^i^* allele is indicated by a black line. (d) Genome browser view of the quantitative representation of each base (gray shaded area) resulting from alignments of Williams genomic resequencing data to the *i^i^* allele from the Gmax275 Wm82.a2 reference genome representing chr 8 from approximately 8,350,000 to 8,550,000 with the Glyma gene models from the browser outlined in blue beneath. The region of the *i^i^* allele is indicated by a green box. (e) Improved alignments (yellow shading) resulting from the same sequence data aligned against a modified genome fasta file in which the gapped regions of the Gmax275 Wm82.a2 sequence have been replaced with sequences from BAC77G7‐a. The annotations of that region are shown below and will be referred to subsequently as the modified genome representing the chr 8 region of the *i^i^* allele or *I* locus. The two red lines or three blue lines indicate areas of exact or very similar repeated sequences. The region of the *i^i^* allele is indicated by a green box

### 2.2 Digital PCR reveals copy number variation that distinguishes *I* locus alleles

We next assessed the organization of all other Glyma models within the Wm82.a2 assembly with PFAM annotations as “chalcone or stilbene synthase genes” in order to develop methods to assess copy number determination in various *I* locus alleles. A total of 24 Glyma models resulted, and a percent identity matrix with Clustal 2.1 is shown in Data Set S2. Three small gene fragments were annotated as Glyma models but we eliminated those from further analyses as well as six more distantly related genes (53% to 72% identity to *CHS4*) that may be members of the stilbene branch. The phylogenetic tree with the 18 remaining *CHS* gene models is shown in Figure 2. The 12 *CHS* genes on chr 8 (nine annotated Glyma models and the three *CHS* genes that fill in the gaps in the Wm82.a2 genome) all have 97%–100% identity with respect to *CHS4*. Except for the 12 on chr 8, none of the other six *CHS* genes are clustered. Additional *CHS* genes that have been annotated in the literature include a single copy of *CHS2* on chr 5 with 95% identity, and *CHS6* on chr 1 with 94% identity to *CHS4*. The genome contains two additional *CHS* genes annotated here as *CHS6b* on chr 9 and *CHS6c* on chr 2, which are 92% and 91% similar to *CHS4*. Finally, *CHS7* and *CHS8,* which are each 81% similar to *CHS4,* are found on chr 1 and chr 11, respectively. These two more distantly related genes are the targets of the small RNAs produced by the *CHS1‐3‐4* and *CHS4‐3‐1* inverted repeat region of the dominant *i^i^* allele.

**Figure 2:**
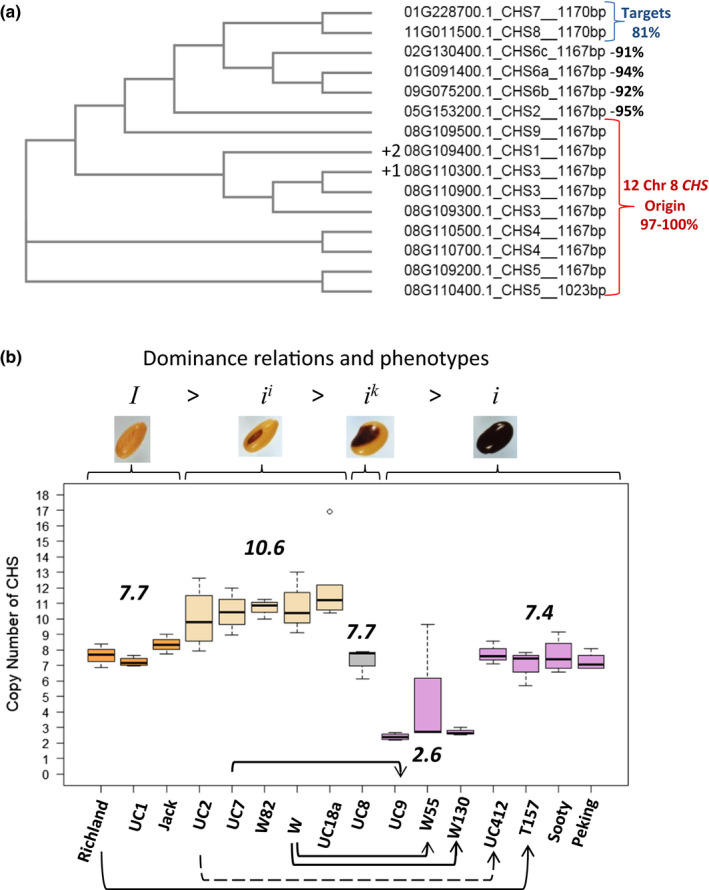
Digital PCR reveals copy number variation of *CHS* genes in lines with different alleles of the *I* locus. (a) Tree showing the relatedness of 18 *CHS* coding regions from the Williams 82 genome. The Glyma gene model number is shown as well as the specific *CHS* gene name and size of the mRNA coding sequence. The 12 repetitive *CHS* genes on chr 8 are marked in red, and the two unlinked target *CHS7* and *CHS8* genes are marked in blue. The +2 and +1 indicate the two extra identical copies of *CHS1* and one extra copy of *CHS3*, respectively, on the BAC and as shown in the modified genome of Figure 1 which do not have Glyma numbers. The 1,023‐bp *CHS5* was near the gap region and is slightly smaller in the Phytozome genome Glyma model but is intact in BAC77G7a. The percentage identities of the CHS coding regions are shown with respect to *CHS4*. The tree was constructed with the MUSCLE program at http://www.ebi.ac.uk/Tools/msa/muscle. (b) Standard box plots show copy number determinations of chr 8 *CHS* genes for three to six replicates of the indicated soybean cultivars on the x‐axis with different *I* alleles, grouped in order of their dominance relationships. The thick middle line of each box shows the median copy number. The average copy number for all lines within a genotype is indicated by the number in bold italics. UC lines are all isolines with various alleles that were introgressed into Clark as the recurrent parent. Solid line arrows represent spontaneous mutations derived from the indicated parent lines, and the dashed line arrow indicates an isoline relationship of UC2 (recurrent parent) to UC412 which carries two traits from an unadapted variety, an *i* allele specifying black seed coats and an unknown gene *def* specifying defective seed coats. The circle above Clark UC18a represents an outlier sample. See Figures S1 and S2 and Data Set S1 for pedigree relationships, full cultivar names, and other information. The identity matrix for the tree is shown in Data Set S2 and a Multalin of the sequences in Figure S3

In order to determine the copy number of the *CHS* genes in this region in lines with different alleles of the *I* locus, we used digital PCR with a Fluidigm BioMark™ instrument. CHS forward and reverse primers and reporter sequences are generic for the *CHS1, CHS3, CHS4, CHS5*, and *CHS9* genes located on chr 8, but have sufficient mismatches to distinguish those genes from *CHS2*, *CHS6*, *CHS7*, and *CHS8* which are located on other chromosomes (Table S1). The sequence of the lectin gene, *Le1*, (Vodkin et al., 1983) was used as a reference gene in soybean, as there is only one copy in the genome to which the chosen primers have similarity. The target *CHS* genes were labeled with FAM, and the single copy reference gene was labeled with VIC dye.

Figure 2b shows the results of copy number variation in 16 different soybean cultivars containing different alleles or mutations of the *I* locus. More description of the cultivars used is shown in Data Set S1. Several of them are isolines or mutations in a Williams background as shown in the pedigrees of Figure S1 or a Clark background as shown in Figure S2. The results of digital PCR demonstrated that there were clear groupings that corresponded to certain alleles of the *I* locus. For example, all five lines with *i^i^* genotype (yellow seed coat with black hilum) that produce the *CHS* siRNAs had the highest copy numbers, with an average median copy number for all five lines at 10.6 copies. This determination is similar to the known copy number of 12 *CHS* genes on chr 8 based on the modified Williams 82 genome as shown in Figure 1e. More interestingly, two derived spontaneous black seed coat mutations found in Williams isolines show dramatically reduced copy numbers of *CHS* genes: Line W55 (*i* black seed coat) had 2.7 copies and W130 (*i* black seed coat) had 2.6 copies. Similarly, UC7 (*i^i^* yellow with black hilum) with 10.4 copies spawned the mutation UC9 (*i* black) with 2.4 copies.

In addition to above‐mentioned mutations from *i^i^ → i* which clearly lost a number of *CHS* copies, there are some recessive *i* mutations that did not have as great a loss of copy number. For example, the isoline UC412 (*i* black) with 7.6 copies was formed by backcrossing for six generations with UC2 (*i^i^* yellow with black hilum) having 9.8 copies as the recurrent parent. Line T157 (*i* black) with 7.4 copies is a spontaneous mutation found in the cultivar Richland (*I* yellow with yellow hilum) having 7.7 copies indicating little, if any, change in *CHS* gene number as assayed with the primers used. The *I* allele has both a yellow seed coat and yellow hilum and also downregulates *CHS7* and *CHS8* genes through production of small RNAs by the *I* locus. We found similar copy numbers for three *I* alleles (Richland at 7.7 copies, UC1 at 7.1 copies, and Jack at 8.3 copies) which all apparently lack 2 or 3 *CHS* genes relative to the cultivars with *i^i^* alleles (yellow with black hilum). Interestingly, the *i^k^* allele (UC8, saddle pattern) and even *i* alleles from nonadapted small black‐seeded cultivars as Peking and Sooty had similar copy numbers as those of the three cultivars with the *I* (yellow with yellow hilum) alleles. All of the cultivars are homozygous for the *K1* allele that produces a functional *AGO5* gene except for UC18a which was discovered as a spontaneous mutation in the UC2 line and has *i^i^ k1* genotype, leading to a black saddle pattern which mimics the phenotype of the *i^k^ K1* allele in UC8 (Cho et al., 2017). As shown in Figure 2b, the UC18a line maintains the copy number of the parent UC2 line because they both have the *i^i^* genotype even though the seed phenotype is different.

### 2.3 Genomic resequencing reveals large deletions in several *i* (black) mutant alleles

Clearly, the copy number data confirm previous RFLP and PCR results showing that deletions around the *CHS* genes occurred in several of these spontaneous mutations. However, the digital PCR points to large‐scale loss of *CHS* genes in several of the *i^i^ → i* mutations. Alignments from paired‐end genomic resequencing data revealed large segments of missing sequence in the W55 mutation discovered in Williams in 1975 and in the independent UC9 mutation found in Clark in 1965 (Figure 3). The lack of alignments demonstrates that some of the non‐*CHS* genes within the *i^i^* allele region on chr 8 align as if unique in the soybean genome resulting in very few alignments that come from repetitive regions on other chromosomes. These include genes with annotations of RNA recognition motif, P450, transferase, myb factor, and two hypothetical genes. The *CHS1, CHS2, CHS3, CHS4, CHS5, CHS6,* and *CHS9* genes, on the other hand, are sufficiently similar to each other to show some alignments at each position with *CHS* gene reads that originate from either the chr 8 genes or other genomic locations. However, the level of base coverage is still substantially reduced within this region, likely from deletion of some of the genes. On the other hand, the isoline UC412 shows a much smaller deletion region which is only clearly observable in the genomic realignments because of the missing Glyma.08G110600 which encodes a hypothetical protein that is in the center of the loop of the 27‐kb *CHS1‐3‐4‐Hypo‐CHS4‐3‐1* inverted repeat which defines the *i^i^* allele.

**Figure 3:**
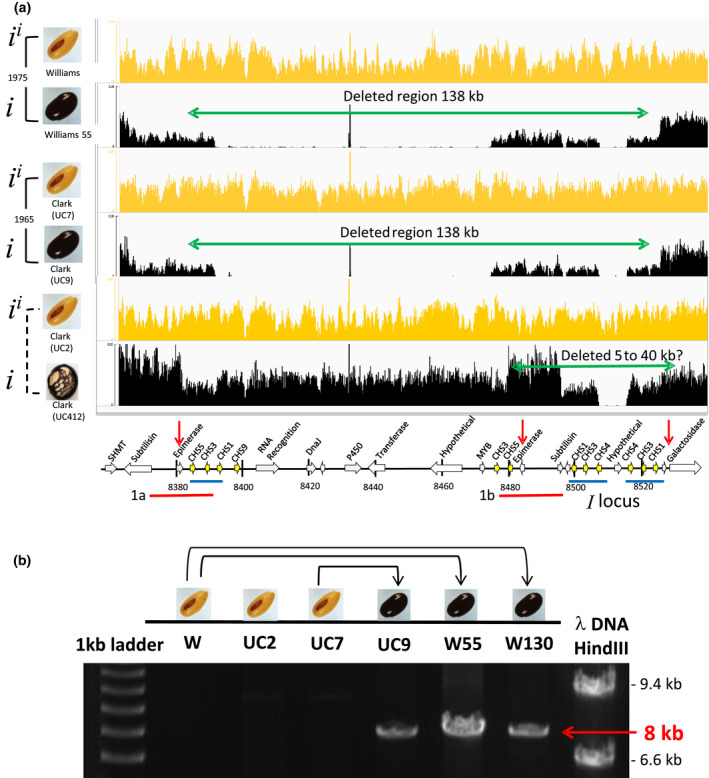
Genomic resequencing reveals large deletions in independent mutations of the *I* locus. (a) Representative images of seed phenotypes are shown for parent lines having the dominant *i^i^* allele with yellow seed coats or of the mutant lines with homozygous recessive *i* alleles that specify black seed coats. Direct isogenic mutants are indicated with solid lines and the year the mutation was discovered. The dashed line indicates an isoline relationship of the two varieties. Yellow or black graphs show normalized counts representing whole genome resequencing alignments against the modified genome in 0.25 scale [count at base × one million/total number of reads]. Red and blue lines represent identical or nearly identical regions. Red arrows indicate the location of primers used in PCR. Vertical bars on the gene tracks indicate 20‐kb segments with their positions in kb on the reference genome. Gaps in the mutant lines with the recessive *i* allele indicate missing areas of the genome where reads do not align except for those coming from repetitive regions including the *CHS* genes. Green arrows highlight the potential deleted region of 138 kb in the mutant lines Williams 55 and Clark UC9 as deduced from the PCR results shown in part (b). The deleted region of Clark UC412 is smaller, but its exact size is unknown due to the highly repetitive regions of inverted repeat *CHS* genes that flank the hypothetical gene in the center of the *i^i^* allele that aligns as if unique. Clark UC412 is an isoline with defective cracks in the seed coat that was created by repetitively backcrossing a Clark parent line with an unadapted variety PI 196166 that has both black seed coats and an unknown gene, *def*, that controls cracking of the seed coats. (b) An 8‐kb amplicon results from several independent mutations. PCR primers (Figure 3a) located 146 kb apart in the three yellow *i^i^* varieties were designed near the epimerase and galactosidase genes. The region is too large to be amplified in the yellow varieties but due to large deletions in several black mutant lines, a band of 8 kb results. The epimerase primer matches both inverted repeat regions 1a and 1b marked by red lines in Figure 3a; however, cluster 1b is apparently missing in the mutant lines, allowing the amplification from the epimerase primer annealing to cluster 1a with the unique galactosidase primer. Solid lines show the origin of the three black‐seeded mutant lines. W = Williams, and W55 and W130 are independent mutants derived from Williams. UC2, UC7, and UC9 are Clark isolines

Using a forward primer within the 5′ most epimerase gene (Glyma.08G109100) that is paired with a reverse primer in the 5′ region of the galactosidase gene (Glyma.08G111000) as shown in Figure 3a, we successfully amplified a fragment of approximately 8 kb in three lines: W55, UC9, and W130, the latter an independent mutation in Williams found in 1980 (Figure 3b). No band was found in the parent varieties because the fragment is too large to be amplified. The second primer binding position on the inverted repeated epimerase (Glyma.08G109100) does not interfere with the amplification because it is apparently deleted in the W55 and UC9 mutant lines as shown in Figure 3a. Based on the 8‐kb amplicon that resulted, we deduced that the deletion region is approximately 138 kb.

To confirm the structure of the 8‐kb amplicon in the W55 mutation (*i*, black seed coats), it was subjected to Illumina sequencing and automated assembly protocols (without a reference sequence) at the MGH‐Harvard DNA Core facility. A total of 96,604 reads resulted allowing extremely high coverage of each base within the assembled 7,908 bp amplicon. Figure 4 shows a schematic of the alignment of this sequence to the modified genome in the region between the primers. As shown in Figure 4b, the amplicon sequence contained a single complete *CHS* gene which was found to be a hybrid between the first *CHS5* (Glyma.08G109200) and last *CHS1* (no Glyma number available) that is nearest the galactosidase gene. The *CHS1* has no Glyma number as it is one of the two missing *CHS1* genes in the Phytozome gene assembly in the region of the inverted repeat of the *i^i^* allele (Figure 1). This hybrid gene formed by the NAHR deletion event is referred to as *CHS5:1*, and Figure 4c summarizes the individual base differences found when it is aligned to the coding regions of *CHS5* and *CHS1* as shown in the full alignments using Multalin (Figure S4). The total number of differences between *CHS5* and *CHS1* was four in Exon 1, 21 within the intron, and 19 in Exon 2 including the stop codon. The red letters show the correspondence of the *CHS5:1* hybrid to *CHS5*, and the blue letters show the match of the *CHS5:1* gene to *CHS1*. Position 578 was the last base in which *CHS5:1* was definitely derived from *CHS5*, and position 719 was the first observable base where W55 switched from matching *CHS5* to matching *CHS1*. We can deduce that a recombination event between the two nonallelic *CHS5* and *CHS1* genes occurred somewhere in the 141 nucleotides between positions 578 and 719. Thus, amplicon sequencing confirmed a large deletion of 138 kb in the recessive *i* mutation to black seed coats and demonstrated that it arose from a nonallelic homologous recombination event between two similar but nonidentical *CHS* genes in tandem orientation with respect to each other.

**Figure 4:**
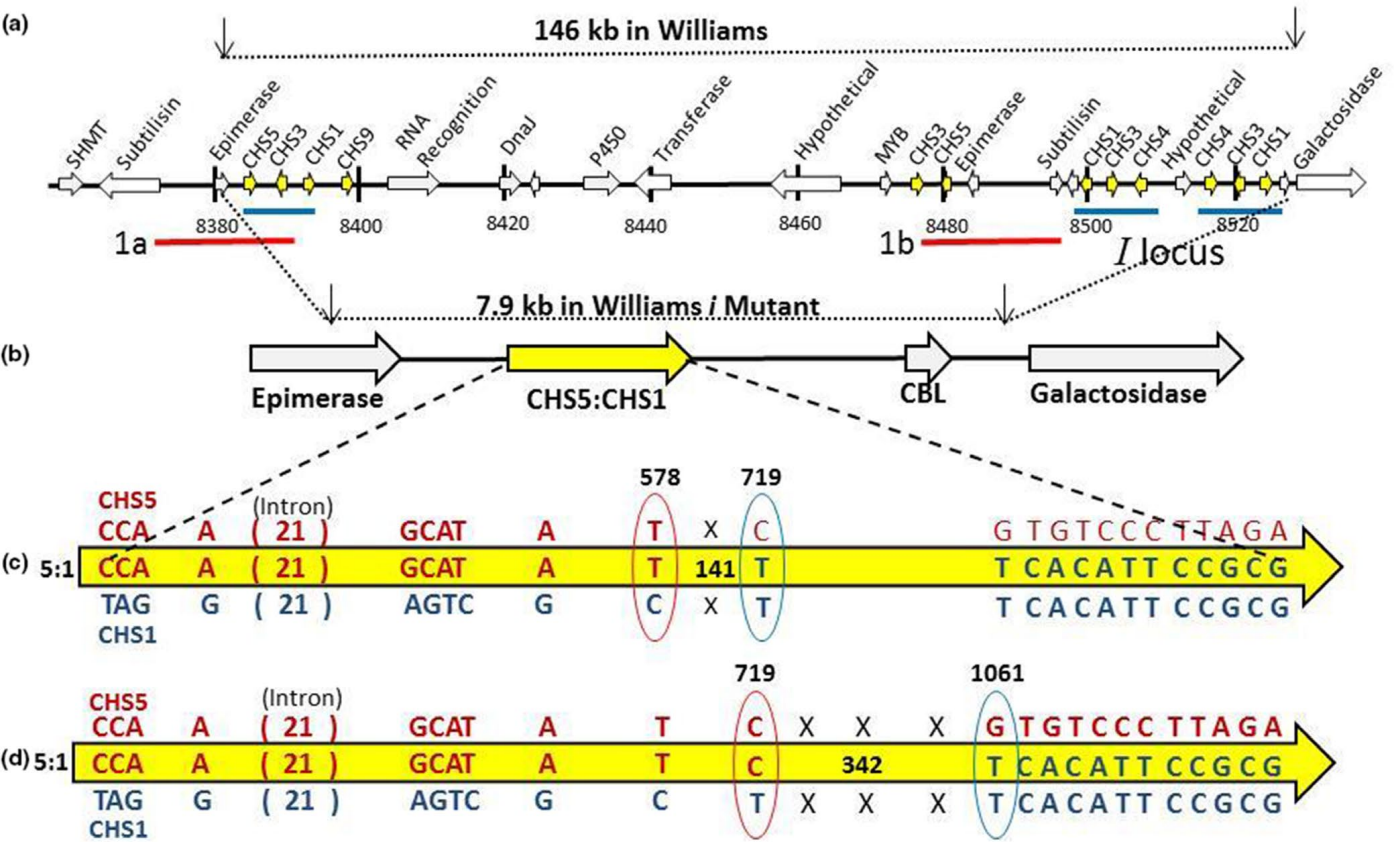
Deletions result in novel *CHS* genes by nonallelic homologous recombination events. A schematic of NGS sequencing of the 8‐kb amplicons shown in Figure 3b is presented. Full sequence data for alignments are shown in Figure S4 for the genomic, coding, and predicted protein sequences of the hybrid gene. (a) The modified chr 8 region near the dominant *i^i^* allele, as described in Figure 1. Black arrows represent positions of the primers which are 146 kb apart in the Williams *i^i^* genome. Red and blue lines represent repeated sequence regions. (b) Enlarged segment showing the structure of the 7,908 bp amplicons found in the three black seed coat lines with *i* deletion mutations. Black arrows correspond to arrows in part a representing the primer positions. The deletions result in a chimeric *CHS* gene, designated *CHS5:1*, an internal fusion of parts of two nonallelic but highly similar *CHS* genes. (c) Enlargement of the *CHS5:1* novel chimeric gene found in the W55 amplicon and showing the base differences in the gene. Numbers give the position from the ATG start, including the introns as shown in Figure S4a. Red indicates bases that match *CHS5*, and blue indicates bases that match *CHS1*. There are four mismatches within Exon 1 and 19 within Exon 2. The number of base differences within the intronic region is 21 total. A presumed recombination event denoted by X occurred somewhere within the 141 nt region between the circles marking positions 578 and 719 between which the switch from *CHS1* to *CHS5* occurred. (d) Enlargement of the hybrid *CHS5:1* chimeric gene found in both the UC9 and W130 mutant lines. In these lines, the recombination events occurred within a larger 342 nt region between positions 719 and 1061

Next, we sequenced the 8‐kb PCR amplicons derived from the two other spontaneous mutations, UC9 and W130, resulting in data sets of 228,668 and 213,458 reads, respectively. These two amplicons were identical to W55 except for a single base difference at position 719 with a transition of C to T (Figure S4). In this respect, these two amplicons were identical to *CHS5* at position 719 and did not resemble *CHS1* until the first difference at position 1061. Thus, the recombination events in these two *CHS5:1* hybrid genes were deduced to have occurred within the 342 bases between the positions 719 and 1061 in the genomic sequence.

Figure S4 shows Multalin outputs for all three mutations relative to *CHS5* and *CHS1* for the genomic sequences, coding sequences, and protein sequences. Although there were four differences in Exon 1 and 19 in Exon 2 of the transcript including one in the stop codon, there were only three amino acid differences between *CHS5* and *CHS1*. All three *CHS5:1* hybrid amplicons (W55, W130, and UC9) are similar to *CHS5* at amino acid positions 9 and 100 but the last amino at position 388 of the *CHS5:1* hybrid is now leucine like *CHS1* rather than valine as in *CHS5*. The single base difference of C to T between the three amplicons in the genomic sequence at position 719 and in the coding sequence at position 594 does not change the predicted amino acid sequences of the three *CHS5:1* hybrid genes with respect to each other as the C to T transition is in a synonymous codon for phenylalanine at position 198.

Numerous attempts with different primer sets were made to find an amplicon that spanned the smaller deletion in line UC412 (*i* black and defective seed coats) but none were successful. It is impossible to select primers that anneal uniquely within the identical repetitive regions near the *i^i^* allele (regions marked in red and blue in Figures 1, 3, and 4). Choosing primers that are clearly outside these regions (i.e., from the nonrepetitive myb gene anchored with the primer near the galactosidase which would produce a product of approximately 56 kb) also did not produce a product in long‐range PCR amplifications in either lines with the *i^i^* allele (yellow) or the UC412 (*i*) isoline. We speculate that the actual deletion is rather small in this line, knocking out the hypothetical gene as shown from alignments and possibly a couple of the *CHS* genes within the inverted repeats. The predicted size of the amplicon in this case is apparently still too large to be amplified in our reactions. The experimentally determined copy number of 7.6 for UC412 (Figure 2b) agrees with this interpretation.

### 2.4 The levels of SNPs define the *I* and *i^k^* alleles as distinct from the *i^i^* allele

We sequenced 15 cultivars having different alleles of the *I* locus, including seven isolines constructed with the same recurrent parent background (Clark) for six generations of backcrosses (Data Set S1). A table of variants at each position relative to the reference Williams 82.a2 genome was assembled for each variety. As shown in Figure 5 and Data Set S1, the variants were plotted to display SNP density (including small insertions and deletions) within a 400‐kb region from 8.25 to 8.65 million on chr 8 spanning the *I* locus. Williams is the variety most related to the Williams 82 (*i^i^*, yellow with black hilum) reference genome, and it showed only 42 variants within this 400‐kb region. The other three lines with the *i^i^* allele were in a Clark background and also have only 45, 26, and 52 variants. The W55 and UC9 spontaneous mutations of *i^i^* → *i* and the UC412 isoline with an *i* allele also had only a small number of variants. The variants within the deletion regions in these lines were from alignments of sequences from other repetitive regions in the genome.

**Figure 5:**
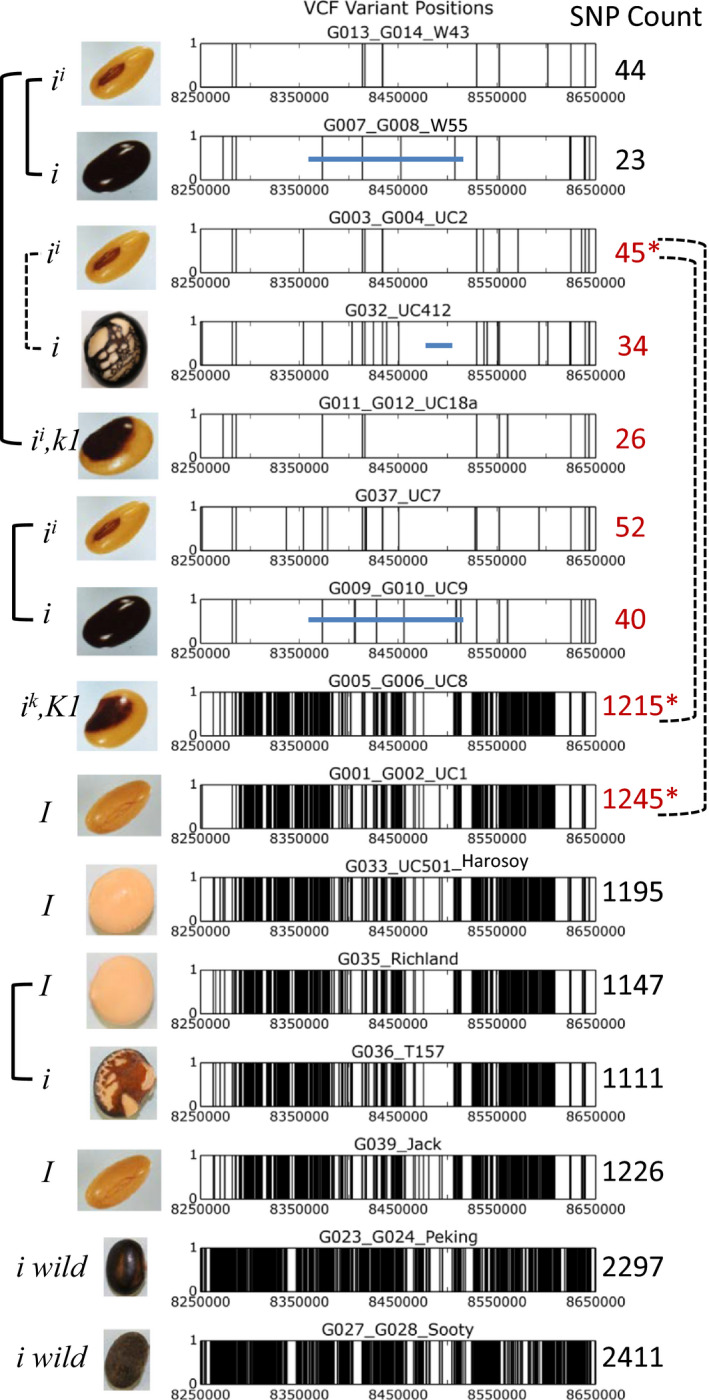
SNP variation within alleles of the *I* locus. Genotypes and seed phenotypes are shown on the left for each of 15 sequenced cultivars or isolines. Each vertical bar represents a single misalignment (SNP or small deletion/insertion) compared to the Williams 82.a2 reference genome (nonmodified) within a 400‐kb region of the *I* locus on chr 8 from positions 8250000 to 8650000. The blue horizontal line represents the approximate region of the 138‐kb deletion in the W55 and UC9 mutations and the smaller deletion region in UC412. Any SNPs within the deletion region represent alignments of a few sequences from similar regions on other chromosomes (see Figure 2). Solid lines on the right represent isogenic mutant pairs, and hatched lines represent backcrossed isolines with Clark (UC2) as the recurrent parent. The total number of SNP variants in the region is shown at the right and those in red indicate different alleles within the variety Clark. The large number of SNPs (linkage drag) observed in the Clark *I* and Clark *i^k^* isolines relative to the recurrent parent Clark (UC2) is marked with asterisks. Note: The defective seed coats of the T157 line results from an epistatic interaction of the *i* allele with the recessive *t* locus found in both Richland and T57 and encoding a flavonoid 3‐hydroxylase (Zabala & Vodkin, 2003) and not to the *def* gene for the net pattern defective seed trait that is present the UC412 line

In contrast to the *i^i^* alleles, three varieties homozygous for the dominant *I* allele (yellow with yellow hilum) had substantially larger numbers of variants with counts of 1,195 for Harosoy, 1,147 for Richland, and 1,226 for Jack. The spontaneous* i* mutation (black seed coat) that arose in Richland also had a large number of SNPs as expected. The large number of SNPs associated with the wider *I* allele region was carried as linkage drag when the *I* allele was introgressed into a recurrent parent Clark background as shown in the contrast of UC2 (Clark *i^i^*, yellow with black hilum) with 45 variants and UC1 (Clark *I* isoline, yellow with yellow hilum) with 1,245 variants. The SNP data also demonstrated that the *i^k^* allele (black saddle) is more similar to the *I* allele (yellow with yellow hilum) than to the *i^i^* allele (yellow with black hilum) as shown in the contrast of UC2 (Clark *i^i^*, yellow with black hilum) with 45 variants and UC8 isoline (Clark *i^k^,* black saddle) with 1,215 SNPs. A direct comparison of each of the 1,215 variants in UC8 (*i^k^* black saddle) and the 1,245 variants in UC1 (Clark *I*, yellow with yellow hilum) showed that 83% of them were a direct match. The two unadapted lines with *i* alleles, Peking and Sooty, each contained almost twice the number of SNPs within the region at 2,297 and 2,411, respectively. Figure S5 shows the numbers of SNPs for the entirety of chr 8 in bins of 10,000 nt. It is clear that the six generations of backcrossing to produce UC1 (Clark *I* isoline, yellow with yellow hilum) and UC8 (Clark *i^k^* allele, black saddle) introgressed a high SNP region of nearly 700 kb from chr 8 including the 8.25 to 8.65 M around the *I* locus as shown in Figure 5.

Display of alignment data from *I*, *i^k^*, and* i* wild alleles with the Integrated Genomics Viewer (IGV) browser showed complete base coverage without any evidence of large deletions at the *I* locus as for the W55, UC9, and UC412 mutant lines. However, there could be smaller deletions within the repetitive *CHS* genes as alignments will come from the other CHS gene regions. Direct evidence for a structural change of this nature deleting *CHS* genes is the copy number data of the *I*, *i^k^*, and *i* wild lines which all showed a lower copy number on the chr 8 region by three *CHS* genes as shown previously in Figure 2b. In order to determine that the SNPs in these lines did not interfere with the reporter and primer sequences used for digital PCR and lead to artificially lower copy numbers, we examined the variants within those regions within each *CHS* gene (Data Set S3). Of the 35 total variants across all 15 lines, only one SNP position was found in those regions and it was only present in two of the eight high SNP varieties that harbored either the *I*, *i^k^*, or *i* wild alleles (Figure 5). Finally, a recent reference quality assembly of a black‐seeded (*i* genotype) *G. soja* wild soybean line (Xie et al., 2019) contained eight *CHS* genes in the chr 8 locus region which is in good agreement with the digital PCR results for nonadapted Peking and Sooty varieties with *i* genotype (Figure 2b) and lower than the number of copies found in the dominant silencing *i^i^* allele with 11 *CHS* copies estimated by digital PCR (Figure 2b) and 12 copies found in the modified Wm82.a2 genome (Figure 1). The ancestral *G. soja* genome also is reported to contain an inversion relative to the domesticated Williams 82 cultivar sequences having the *i^i^* allele.

### 2.5 Genes within the deletion region were expressed in various tissues of the *i^i^* genotypes

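RNA from immature seed coats of 25–50 mg seed was sequenced as 1 library of Williams (*i i*, yellow) and 1 library of W55 (*i*, black), both as 70 nt reads on a GAII instrument. The paper's Data Set S4a gives 19.2 M reads for the Williams library and 20.9 M for the W55 library. The authors aligned the reads with Bowtie 1 to the transcripts of 88647 Glyma models, allowing 3 mismatches and up to 25 alignments per read, and deposited RPKM values for the first splice variant of each gene. At least 1 RPKM was reached by 29974 models in Williams and by 29749 in W55. With the cDNA lengths of the 48 models in Data Set S4b, the RPKM values gave whole numbers of hits (tolerance 0.001) at denominators of 19.9 M alignments for Williams and 23.9 M for W55, which are the totals that the RPKM values use. RPKM ratios are given with exact Clopper-Pearson 95% intervals from these hits, and a ratio to a model without hits is a lower bound computed at 3 hits. The intervals cover counting error only, and a read aligned to several similar models was counted at each of them. Differences on the log2 scale were taken as log2(RPKM + 0.1), W55 minus Williams. With 1 library per line no difference has a replicate check, and no p-value is given. The alignments to the modified genome in Fig. 6a are not part of these values.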

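Of the 8 non-*CHS* models within the deletion region, 7 had at least 1 RPKM in the Williams seed coat, and each of these 7 was more than 2-fold lower in W55. The unknown gene Glyma.08G109800, whose closest Arabidopsis match is a low-molecular-weight cysteine-rich protein, had 29.1 RPKM in Williams and 0.764 in W55, which is 38.1-fold lower (95% interval 22.0 to 72.1). The DnaJ model Glyma.08G109700, of a family of co-chaperones, was 37.3-fold lower (12.4 to 184), from 4.51 RPKM and 93 hits in Williams to 0.121 RPKM and 3 hits in W55. The cytochrome P450 model Glyma.08G109900 was 23.4-fold lower (12.5 to 49.6), at 5.34 and 0.228 RPKM. The acyltransferase Glyma.08G110000 had 57 hits and 1.72 RPKM in Williams and no hit in W55, at least 22.8-fold lower. More was left of the other 3 models. The RNA recognition motif model Glyma.08G109600 had 5.46 RPKM in Williams and 0.894 in W55, a 6.10-fold ratio (4.86 to 7.73). The hypothetical genes Glyma.08G110600 and Glyma.08G110100 stayed above 1 RPKM in W55, at 3.54 and 2.23 RPKM, 5.11-fold (4.36 to 6.01) and 3.11-fold (2.63 to 3.67) below Williams. The myb-like model Glyma.08G110200 had no hit in either library. The unknown fragment Glyma.08G110800 had 26 hits in Williams and none in W55, at least 10.4-fold lower. Among the 31256 models of the genome with at least 1 RPKM in either seed coat, 144 were at least 4-fold lower in W55 and 71 at least 4-fold higher on the log2(RPKM + 0.1) scale. These counts were 29 and 6 with a pseudocount of 1 RPKM, 348 and 273 without the minimum of 1 RPKM, and 47 and 15 with a minimum of 5 RPKM.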

Most of the eight non‐*CHS* Glyma models within the 138‐kb deletion region were expressed in the yellow seed coats of *i^i^* genotypes (Williams and UC7) but were not expressed in the black *i* mutant lines (W55 and UC9) as shown in the RNA‐Seq alignments of Figure 6 and RPKM data shown in Data Sets S4a,b. The expression of full‐length, non‐*CHS* genes immediately to the 5′ of the deletion event (subtilisin and epimerase) or to the 3′ of the deletion event (galactosidase) was not affected by the large deletion.

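The flanking models that the paper names lay within 2-fold of each other in the Williams and W55 seed coats. The subtilisin model Glyma.08G109000, a serine protease, had 19.4 RPKM in Williams and 24.2 in W55, 1.24-fold higher in W55 (95% interval 1.15 to 1.34). The epimerase model Glyma.08G109100, matched to the Arabidopsis GAE6, had 4.70 RPKM in Williams and 3.93 in W55, a Williams to W55 ratio of 1.20 whose interval (0.988 to 1.45) includes 1. The galactosidase model Glyma.08G111000, matched to BGAL9, had 7.35 and 5.77 RPKM, 1.27-fold lower in W55 (1.12 to 1.45). Data Set S4b lists 24 flanking models. Of the 23 with RPKM above 0 in at least 1 of the libraries, 22 were within 2-fold on the log2(RPKM + 0.1) scale, and the counting intervals of 15 excluded a ratio of 1. The exception was Glyma.08G112200, a protein with a carbohydrate-binding X8 domain, with 6.21 RPKM in Williams and 18.4 in W55, 2.95-fold higher (2.07 to 4.31). Glyma.08G108700, matched to the peptide RALFL33, had a Williams to W55 ratio of 2.10 from 7 and 4 hits (0.535 to 9.80), and with a pseudocount of 0.01 RPKM or by the plain ratio it passed 2-fold, which left 21 models within 2-fold. The paper states that the expression of the subtilisin, epimerase and galactosidase genes was not affected by the deletion (Fig. 6).

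**Figure D1:**
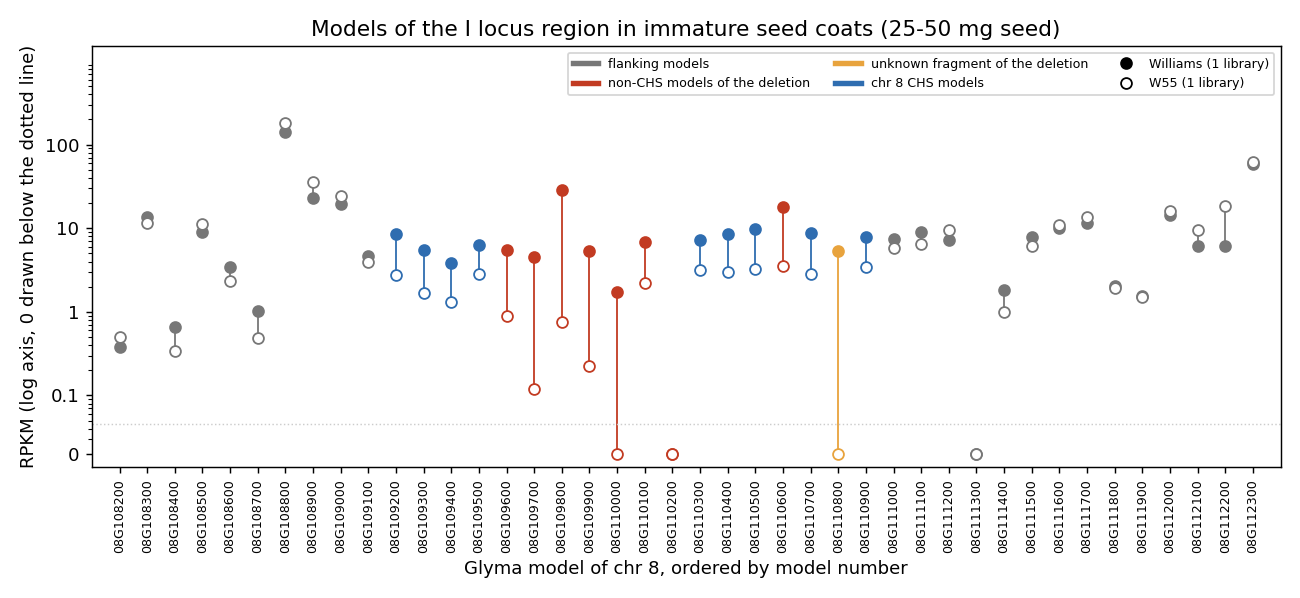
RPKM on a log axis of each chr 8 model of Data Set S4b, ordered by model number, in the seed coat of 25–50 mg seed of Williams (filled) and W55 (open), 1 library each; values of 0 are drawn below the dotted line. The 7 detected non-*CHS* models of the deletion and the 9 *CHS* models are lower in W55, and 22 of the 23 detected flanking models lie within 2-fold on the log2(RPKM + 0.1) scale (21 by the plain ratio).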

**Figure 6:**
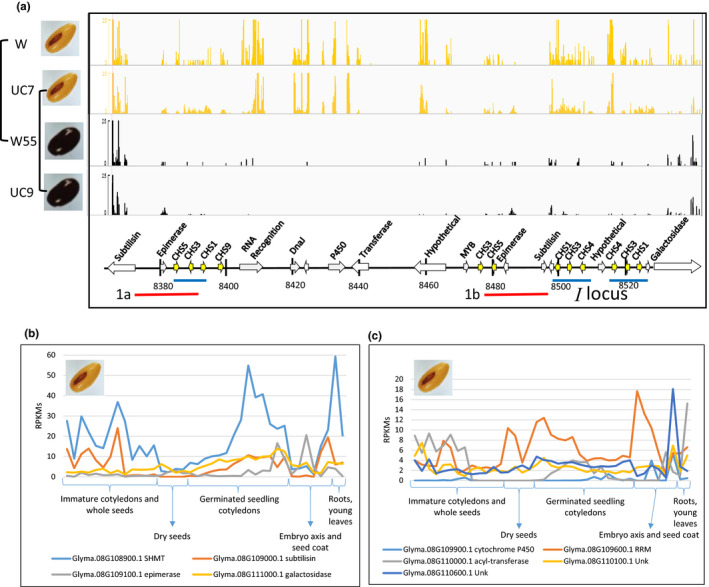
Comparative expression of transcripts within or flanking the 138‐kb deletion. (a) Alignments to the modified genome of RNA‐Seq data from immature seed coats of the 25–50 mg weight range from isogenic pairs, denoted by solid lines, for W, Williams (*i^i^*, yellow) and W55 (*i*, black mutation) or 100–200 mg from Clark UC7 (*i^i^*, yellow) and UC9 (*i*, black mutation). The same scale of 0.25 was used for display of all alignments [count at base x one million/ total number of reads]. The annotations of the *I* locus region are shown below as described previously in Figure 1. RNA levels expressed from exonic regions of the genes within the 138‐kb deletion region were substantially reduced, while the subtilisin and galactosidase flanking genes were apparently unaffected. (b‐c) Graphs of RNA‐Seq data isolated from 39 tissues and developmental stages from Williams (*i^i^*, yellow) with the major developmental or tissue groups marked. Transcript levels normalized in RPKMs for the four flanking genes are graphed in part (b) and those of five genes within the deletion region are shown in part (c). Unk, unknown function; RRM, RNA recognition motif. See Data Set S4 for the full data

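The *CHS* genes encode chalcone synthase, the entry enzyme of flavonoid synthesis. All 9 *CHS* models of the chr 8 region had lower RPKM in the W55 than in the Williams seed coat, by 2.18- to 3.23-fold. The largest ratio was that of the *CHS3* model Glyma.08G109300, at 5.48 RPKM in Williams and 1.70 in W55 (3.23-fold, 95% interval 2.60 to 4.05). The *CHS3* models Glyma.08G110900 and Glyma.08G110300 had smaller ratios, of 2.29 and 2.30. The smallest was that of *CHS9*, Glyma.08G109500, at 6.24 and 2.86 RPKM (2.18-fold, 1.73 to 2.77). *CHS1*, Glyma.08G109400, had 3.80 and 1.31 RPKM, a 2.90-fold ratio (2.30 to 3.67). Away from chr 8, the 4 models of *CHS2* and *CHS6* were within 2-fold and 1.23- to 1.35-fold higher in W55, and the counting interval excluded 1 for *CHS2* alone. *CHS7* and *CHS8* were far higher in the black seed coat. *CHS7*, Glyma.01G228700, had 47.1 RPKM in Williams and 308 in W55, 6.55-fold higher (6.19 to 6.93), and *CHS8*, Glyma.11G011500, had 31.2 and 223 RPKM, 7.15-fold higher (6.71 to 7.62). The *CHS* models are close copies and a read could align to up to 25 models, so that the RPKM of each can hold reads of the others. In W55 the hits of the 9 chr 8 models lay between 74 and 114. The paper reports that the deletion left W55 with 1 functional *CHS* gene on chr 8, the hybrid *CHS5:1*. The W55 values of the 9 models are therefore not the expression of 9 genes still present. Since the models can share reads, their ratios are not independent and do not rank the genes. None of the 9 was 4-fold lower, and with a pseudocount of 1 RPKM 6 were 2-fold lower.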

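Of the Williams libraries in the paper's survey, 11 are covered here, with 1 library for each tissue and stage. They are cotyledons of 5–6 mg seed, of 200–300 mg desiccating seed without the embryo axis and of mature dry seed; embryo axes of 200–300 mg and 300–400 mg desiccating seed; seed coats of 5–6, 25–50 and 200–300 mg seed and of mature dry seed; roots of 5-day seedlings; and furled trifoliate leaves of adult plants. The paper's Data Set S4a gives from 10.1 M reads for the leaves to 83.8 M for the roots. The denominators recovered from the RPKM values were higher, from 14.7 M alignments for the leaves to 187 M for the roots, and the RPKM values use these. The alignment of reads and the RPKM values were made as for the seed coats of Williams and W55, and a model was counted as expressed at 1 RPKM. The models with a light harvesting or Rubisco small subunit domain marked the leaves, with 7.82% of the summed RPKM there and at most 0.418% in the others. Late embryogenesis abundant proteins took 7.44% in the 200–300 mg cotyledons, 7.04% in the embryo axes of that stage, 4.58% in the dry seed coat and 3.58% in the 200–300 mg seed coat, but 0.0190% in the 5–6 mg cotyledons and 0.0469% in the 25–50 mg Williams seed coat. Seed storage globulins were highest in the later cotyledons, with 0.570% in those of 200–300 mg seed (0.331% without the member with the highest RPKM) and 0.464% in those of dry seed, beside 0.0301% in the seed coat and 0.0118% in the embryo axes of 200–300 mg seed, 0.00393% in the dry seed coat and 0.00145% in the 5–6 mg cotyledons. A group of 136 models, those with no Pfam domain and no Arabidopsis match in a set stretch of model numbers on chromosome 13, took a large share of some libraries. It held 75.6% of the summed RPKM in the 5–6 mg seed coat, 53.9% in the 5–6 mg cotyledon and 47.6% in the dry seed coat. In the other Williams libraries it held 2.81% to 20.6%. Its hits enlarge the denominator of every other model in those libraries. Without these models in the sum, late embryogenesis abundant proteins took 8.74% in the dry seed coat and 8.07% in the 200–300 mg cotyledons, so that the order of these libraries turned, and 0.0412% in the 5–6 mg cotyledons. The highest share of the light harvesting list outside the leaves, in the 5–6 mg cotyledons, was then 0.907%, and storage globulins stayed highest in the later cotyledons. The 6 libraries of desiccating and dry seed share read length and machine. The leaves share the machine with the 25–50 mg seed coat and the read length with the roots and the 5–6 mg libraries. The light harvesting list took 0.346% in that seed coat and 0.376% in the roots. No other Williams library has both the machine and the read length of the leaves, or both of the 25–50 mg seed coat. For the leaves and that seed coat, tissue or stage cannot be told apart from machine and read length taken together.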

We next examined expression of the Glyma models flanking or within the *I* locus region in 39 different tissues and stages of immature seed and young seedling development of the Williams cultivar (*i^i^*, yellow with black hilum) as shown in Figure 6b,c and Data Sets S4a,c. 

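Outside the seed coat, 5 of the 8 non-*CHS* models of the deletion region reached 1 RPKM in at least 1 of the 7 Williams libraries of cotyledon, embryo axis, root and leaf. The RNA recognition motif model Glyma.08G109600 did so in all 7, from 3.01 RPKM in cotyledons of 5–6 mg seed to 17.7 in embryo axes of 300–400 mg seed. The hypothetical gene Glyma.08G110100 also did so in all 7, between 1.71 and 4.98 RPKM, and the hypothetical gene Glyma.08G110600 in 6 of 7, between 0.877 and 2.79 RPKM. These low levels of Glyma.08G110600 all lie below the 3.54 RPKM that it had in the W55 seed coat. Glyma.08G110100 was above its W55 seed coat level of 2.23 RPKM in 5 of the 7. The DnaJ model Glyma.08G109700 reached 1 RPKM in 6 of 7 libraries and was highest in cotyledons of desiccating seed, at 6.72 RPKM. The acyltransferase Glyma.08G110000 had 15.3 RPKM in furled leaves and 1.02 in roots, with no hit in the desiccating and dry cotyledons and the embryo axes. In the seed coats it was highest at 5–6 mg, at 5.60 RPKM from 1601 hits, in the library whose denominator the chromosome 13 models enlarge most. The cytochrome P450 model Glyma.08G109900 stayed below 1 RPKM in the 7 libraries. It had 0.480 RPKM from 13 hits in leaves and 0.249 RPKM from 86 hits in roots, beside 3.96 RPKM in the seed coat of 200–300 mg seed. The unknown gene Glyma.08G109800 had at most 0.0246 RPKM and the myb-like model Glyma.08G110200 at most 0.0323 RPKM outside the seed coat. In the seed coats Glyma.08G109800 reached 1 RPKM in 3 of the 4 Williams libraries. It had 29.1 RPKM at 25–50 mg and 12.0 RPKM from 1459 hits at 5–6 mg. Leaving the chromosome 13 models out of the denominator, an alternative chosen after seeing the data, multiplies RPKM by 1.02 at 25–50 mg and by 2.40 at 5–6 mg. With these factors the 25–50 mg level stays the higher, but the gap nearly closes. The size of the gap therefore depends on the denominator, and no peak is named. With 1 library per tissue and stage none of these differences has a replicate check.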

Clearly, a number of the genes within the deletion region were expressed also in non‐seed coat tissues within the Williams (*i^i^*) as, for example, those representing a cytochrome 450, an acyltransferase, an RNA recognition motif, and two hypothetical genes of unknown function. Apparently, the absence of expression of these eight genes in the W55 (*i*, black) or UC9 (*i*, black) mutant lines that carries the 138‐kb deletion is tolerated without significant effects on overall plant growth and development. 

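Glyma.08G108900, the SHMT model, encodes an enzyme that interconverts serine and glycine in one-carbon metabolism. Its level over the 11 Williams libraries was highest in roots of 5-day seedlings, at 59.4 RPKM. It was 27.4 RPKM in cotyledons and 15.1 in seed coats of 5–6 mg seed and 20.4 in furled leaves, and it lay between 1.37 and 5.28 RPKM in the 6 libraries of desiccating and dry seed. The ratio of roots to dry seed coats was 43.2. It moved to 66.3 when each library was rescaled to TPM and to 31.7 when the unannotated chromosome 13 models were left out of the denominator, an alternative chosen after seeing the data. SHMT was the highest of the 4 named flanking models in 5 of the 11 libraries, where it ranked 2 or 3 among the 24 flanking models of Data Set S4b. In the 6 desiccating and dry libraries it ranked from 11 to 13 of these 24. Glyma.08G108800, matched to S-adenosylhomocysteine hydrolase, was the highest flanking model in each of the 11 libraries, with 193 RPKM in roots. Among all models in the file, SHMT ranked 983 in roots and 15808 in dry seed coats. Of the other named flanking models, the epimerase was highest in seed coats of 200–300 mg seed, at 20.6 RPKM. The subtilisin reached no more than 7.02 RPKM outside the seed coat, in leaves, and the galactosidase ranged from 1.20 to 7.35 RPKM over the 11 libraries.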

One of the most highly expressed models, Glyma.08G108900.1, approximately 25,000 bp to the 5′ side flanking the deletion breakpoint, encodes a serine hydroxymethyltransferase (SHMT), a gene recently identified as the *Rhg4* locus that confers resistance to the soybean cyst nematode (Liu et al., 2012). This gene was unaffected by the homologous recombination event between *CHS5* and *CHS1* that spawned the 138‐kb deletion (Data Set S4b).

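In the seed coats of 25–50 mg seed, SHMT had 23.2 RPKM in Williams from 973 hits and 35.6 RPKM in W55 from 1795 hits. It was 1.54-fold higher in W55 (95% interval 1.42 to 1.66), which is within the 2-fold limit and beyond counting error. Of the 24 flanking models, the X8 domain models Glyma.08G112200 and Glyma.08G112100 had larger ratios toward W55, the latter at 1.57-fold (1.29 to 1.93). Glyma.08G108800, the model next to SHMT by number, had 143 RPKM in Williams and 184 in W55, 1.28-fold higher (1.24 to 1.33). At a 1.5-fold limit, 3 of the 4 named flanking models and 17 of the 23 detected flanking models stayed within it. From the values in Data Set S4b, the paper states that the recombination event did not affect SHMT.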

## 3 DISCUSSION

### 3.1 Only the *CHS* genes on Chr 8 have extensive segmentally duplicated regions which differ in copy number variation in lines with different alleles of the *I* locus

Chalcone synthase is the first committed step in the pathway to a large array of diverse secondary products including compounds used to respond to biotic and abiotic stresses, exudates of the roots that are involved in nodulation and signaling, and pigments produced in the seed coats, pods, flowers, or trichomes. *CHS* genes have expanded to 18 members whose coding regions are clearly related ranging between 81% and 100% sequence identity (Figure 2a and Data Set S2) which allows for expression in various tissues or times of development. In addition, expansion of segmental duplication regions of the more closely related *CHS1, CHS3, CHS4, CHS5,* and *CHS9* genes that share >97% sequence identities on chr 8 created a new regulatory mechanism through endogenous CHS RNAi (Tuteja et al., 2004, 2009). This expansion leading to the 27‐kb *CHS1‐3‐4‐Hypo‐CHS4‐3‐1* inverted repeat is likely to be of relatively recent origin and associated with domestication, approximately 10,000 years ago. All commercially grown modern cultivars have one of the two dominant RNAi‐producing alleles of the *I* locus (*I* or *i^i^),* which inhibit production of the anthocyanin pigments on the seed coats despite the fact that most of the unadapted lines or wild relatives have pigmented seed coats. During soybean dehulling and processing of the protein isolates or oil for which soybean is valuable, the seed coat pigments can leave colored flecks or discoloration which is not desirable in the purified components. Thus, breeders incorporate the dominant alleles that produce predominantly yellow seed coats during cultivar development.

To assess copy number, we examined 16 varieties of soybean representing the four alleles of the *I* locus by digital PCR. The *i^i^* allele was found to have the highest copy number, while the *I* (yellow seed coat with yellow hilum) and *i^k^* (saddle seed pattern) alleles each have two to three fewer copies (Figure 2b). Whole genome resequencing of 15 of these 16 varieties also showed that the *I* and *i^k^* alleles are more similar to each other than to the *i^i^* allele. The *I* and *i^k^* alleles showed extensive SNP (including small indels) variation within 400 kb of the *I* locus that is carried as linkage drag when they replace the *i^i^* allele during six generations of recurrent backcrossing to an *i^i^* parent line with phenotypic selection for seed color (Figure 5 and Figure S5). As expected, the largest number of variants lies within the intergenic regions at 62.2% with 32.9% in the introns and 4.9% (200 total) within the coding sequences of the 51 Glyma models within that 400‐kb region (Data Set S3). Thus, when certain alleles of the *I* locus are introduced in breeding populations, a significant linkage drag can be expected when only the color phenotype is selected.

### 3.2 Dramatic copy number reductions from 138‐kb deletions formed by independent NAHR events generate hybrid *CHS* genes in at least three of the recessive *i* mutations

Back mutations from the *I* or *i^i^* alleles to full color (known as self‐color) occur infrequently, but have been found independently over 30 times in different cultivars, resulting in isogenic inbred lines that differ only at the *I* locus. It is now clear from the digital copy number determinations of several of these spontaneous mutations of *i^i^* → *i* genotype that they fall into different groups with variable numbers of copies deleted (Figure 2b). In three of them, the number of CHS genes was reduced from an estimate of 11 to only approximately two copies. Whole genome resequencing revealed that some of these *i^i^* → *i* isogenic lines exhibited very large deletions (Figure 3). NGS resequencing of the amplicons in three of the mutant lines proved that the origins of the deletions were independent nonallelic homologous recombination (NAHR) events between two *CHS* genes in the same orientation located 138 kb apart on chr 8 (Figure 4). The NAHR events reduced the copy number from 12 *CHS* genes on chr 8 to just a single functional gene that was clearly composed of a hybrid between the highly similar *CHS5* and *CHS1* genes that originally were 138 kb apart (Figure 4). The effect of this large deletion is that eight other soybean genes are deleted, apparently without major impact on the growth and development of the plant.

A specific 2.4‐kb Hind III RFLP fragment representing the promoter region of *CHS4* (out of at least eight visible bands in the complex coding region CHS RFLP patterns) was previously found to be absent in genomic DNA blots of the black seed coat mutant lines W55 and UC9 as well as five other independent mutant lines out of ten total that were examined (Todd & Vodkin, 1996). The 2.4‐kb fragment can only be absent when both of the identical *CHS4* genes in the *CHS1‐3‐4‐Hypo‐CHS4‐3‐1* inverted repeat of the *i^i^* allele are deleted. From resequencing of the UC412 isoline, it is apparent that a much smaller region was deleted and it included the hypothetical gene found in the center of the inverted repeat region of the *i^i^* allele (Figure 3a). A smaller deletion region, just in the vicinity of the 27‐kb inverted repeat clusters, agrees with the digital PCR (Figure 2b) indicating two to three *CHS* genes may be missing in UC412 (*i*, black seed coats). Thus, different NAHR events potentially occurred within the segmentally duplicated *CHS* regions that lead to variable size deletions in some of the independent *i* alleles or mutations.

Four of the *I* → *i* isogenic line pairs, including Richland (*I*, yellow) and T157, a spontaneous black‐seeded mutation found in Richland in 1936, were also previously examined for RFLPs. In contrast to the *i^i^* RFLP patterns, each of the *I* alleles contained a new Hind III fragment of approximately 12.1 kb which also hybridized with a specific probe for the *CHS1* promoter region (Todd & Vodkin, 1996). The 12.1‐kb fragment was missing in the T157, and other *i* mutant lines which implied structural changes, likely deletions, were taking place near a *CHS1* gene. Several reports using inverse PCR amplifications from genomic DNA of Japanese variety Miyagi shirome with *I* (yellow) genotype or its spontaneous mutation to *i* (pigmented) have indicated structural changes around a duplicated *CHS1* gene and a closely linked truncated *CHS3* partial pseudogene in inverted orientation (Kasai, Kasai, Yumoto, & Senda, 2007; Senda et al., 2002). Here, digital PCR of Richland and two other cultivars with *I* alleles demonstrated that their *CHS* gene copy numbers were lower by two to three copies relative to the 12 *CHS* genes of the *i^i^* allele (Figure 2b) While resequencing data revealed considerable SNP variation (Figure 5), alignments to the reference genome did not show any obvious lack of coverage implying that these eight non‐CHS gene sequences including the hypothetical gene (Glyma.08G110600) were present in the *I* genotypes.

### 3.3 Few NAHR mutational events have been described in higher plants

While the mechanistic process of NAHR has been delineated in model systems such as yeast, its effect on genome instability in humans and other higher organisms has been well documented (Sasaki et al., 2010). Transposable elements and LINES (long interspersed repetitive elements) can occur in high or low copy numbers. Another class of repeats known as LCR (low copy repeats or segmental duplications) comprises 5% of the human genome and is defined as repetitive regions of DNA >1 kb that share >90% identity. There are numerous examples of human genome neurological or developmental disorders with severe consequences that originated from gene duplications or deletions that can range from a few kb to nearly 2 Mb in size and that have resulted from NAHR events between LCR regions (reviewed in Sasaki et al., 2010).

Copy number variation (CNV) in plants has recently gained importance along with SNPs as a generator of intraspecies genome variation. While there are assessments of overall levels of CNV from comparative genome hybridizations or whole genome sequencing studies of different cultivars or ecotypes in several species including *Arabidopsis*, rice, maize, sorghum, wheat, potato, and soybean, only a few cases show clear phenotypic differences that relate to the copy number variation (reviewed in Zmienko et al., 2014 and Lye & Purugganan, 2019). One of the defined examples of phenotypic differences is for the ESPS gene, for which there were 10 to 40 more copies within some *Aramanthus* species that are more resistant to the herbicide glyphosate (Gaines et al., 2010). Another example is the *Rhg1* locus in soybean that controls resistance to the soybean cyst nematode with increasing copy number of a genomic segment containing three different genes (Cook et al., 2012) and another is a reproductive morphology locus in cucumber that results from a duplication segment containing four genes (Zhang et al., 2015). A recent review cites 25 examples of CNV having a role in domestication or diversification genes in plants (Lye & Purugganan, 2019) including *Tunicate1* (pod corn) in maize (Han, D., & Martienssen, R., 2012; Wingen et al., 2012) and the *Sh1* (seed shattering) genes of rice and sorghum (Lin et al., 2012). The *I* locus in soybean represents an LCR region that displays *CHS* gene copy number variation between genotypes. In contrast to the phenotypic change being the consequence of increasing copy number of the *CHS* structural genes and their enzymatic products, it is the unusual arrangement of some of the extra copies that is critical to induce RNAi and thus lead to the yellow seed coat in the domesticated cultivars. Thus, this arrangement was likely created by gene expansion during early domestication of soybean and preservation by early agricultural societies as well as modern breeders. Whether or not the *I* locus is classified as a true domestication trait, it is clearly a diversification gene, as are alleles coding for coat color in sheep or cattle (Lye & Purugganan, 2019).

Generation of deletions (Weil & Wessler, 1993; Yu, Zhang, Pulletikurti, Weber, & Peterson, 2010) and duplications (Zhang, Zuo, & Peterson, 2013) has been shown to occur at relatively high frequencies by aberrant movement of transposable elements, as detected by their effects on maize seed pigmentation traits that are easy to score. Rates for NAHR events in humans occur at lower frequencies of 10^–5^ to 10^–6^ (Sasaki et al., 2010), but only a few reports have determined rates experimentally in higher plants. In *Arabidopsis*, recombination between two nonfunctional 1.2‐kb partial copies of an overlapping sequence of a luciferase reporter gene that were separated by 4 kb was observed to reconstitute a functional reporter gene at rates of 10^–4^ to 10^–6^ (Molinier, Ries, Bonhoeffer, & Hohn, 2004). Careful assessment of structural variation in whole genome sequencing studies of an individual can infer that variants arise by nonallelic homologous recombination by examining the sequences adjacent to the presumed breakpoints for regions of homology. Using these criteria, only 0.7% of the 11,891 deletions in the cucumber genome were inferred to arise from nonallelic homologous recombination mechanisms which is much less than the 23% calculated for the human genome (Zhang et al., 2015). In cucumber, most of the deletions arose from nonhomologous rearrangement events and from transposable‐element‐mediated events.

While some of the occurrences of CNV in plants are assumed to arise by recombination between repeated regions, few have been shown to arise from NAHR by direct examination of de novo mutations. Because of the effect on color phenotype, the back mutations from yellow to black represent easily observable NAHR events in the large fields or breeding populations of soybeans, although the exact rates for these events are not known. By examining the structure of recessive *i* mutations, we captured several independent products of rare NAHR events in which hybrid *CHS* genes were formed between two *CHS* genes located 138 kb apart with the loss of 11 *CHS* genes within the deletion region. The loss of the eight non‐*CHS* genes is apparently well tolerated since their absence does not lead to other observable phenotypic differences in the *i* plants with black seed coats. Future unambiguous assemblies within particular repetitive regions will allow examination of more of the CNV in different cultivars or individual progeny or mutations and will likely include more integration of BAC sequence data as in this report, or by expanded use of longer reads from single molecule sequencing methods (reviewed in Goodwin, McPherson, & McCombie, 2016) as used for the repetitive maize zein genes (Dong et al., 2016) and for improving the maize genome assembly (Jiao et al., 2017) and a recent assembly of a wild soybean *G. soja* genome (Xie et al., 2019).

In summary, we have previously shown that an expanded region of *CHS* genes on chr 8 that forms the *CHS1‐3‐4‐Hypo‐CHS4‐3‐1* inverted repeat also spawned production of *CHS* siRNAs resulting in yellow seed coats that were selected during domestication (Cho et al., 2013; Tuteja et al., 2009). In this report, we showed that the lack of *CHS* siRNAs in several naturally occurring pigmented mutations results from independent NAHR events which delete many of the *CHS* genes within that unusual repeat structure to form hybrid *CHS* genes. Copy number determinations and SNP densities also distinguish other alleles of *I* locus into different groups.

## 4 METHODS

### 4.1 Plant materials and DNA and RNA extraction

The soybean (*Glycine max*) lines used in this study are inbred and homozygous for the indicated loci. All lines were developed by soybean geneticists and breeders during the 1960s or after and are available from the USDA germplasm collection through GRIN (Germplasm Resources Information Network). The full list of lines used in this report is shown in Data Set S1 and pedigrees in Figures S1 and S2. DNA was extracted from young shoot tips as described previously as were RNAs from the indicated tissues or stages of development (Cho et al., 2017).

### 4.2 Digital PCR and analysis of *CHS* copy number variation

Customized TaqMan primers and one reporter were prepared from Applied Biosystems. We prepared two sets of primers: one for the *CHS* genes (target) and the other for *Lectin1* (reference) which has only one copy in the soybean genome (Vodkin, Rhodes, & Goldberg, 1983). The target gene is labeled by FAM, and the reference gene is labeled by VIC dye. DNA samples were fragmented to 3 kb by M220 Focused‐Ultrasonicator™ (Covaris). Digital PCR was performed with Fluidigm BioMark™ (Fluidigm) by the Keck Center (University of Illinois) following the Fluidigm protocol. Results were analyzed by Fluidigm Digital PCR Analysis software. The software performed a statistical analysis to find the 95% confidence intervals of the true concentrations and the ratio of two concentrations (Dube, Qin, & Ramakrishnan, 2008). Three to six biological replicates were used for each variety.

### 4.3 Whole genome resequencing and data analyses

Whole genome sequencing library construction and high‐throughput sequencing were performed by the Keck Center (University of Illinois). The libraries were prepared with Kapa Library Construction Kits (https://www.kapabiosystems.com) and quantitated by qPCR and sequenced on one lane for 100 cycles from each end of the fragments on a HiSeq 2000 (Illumina) using a TruSeq SBS sequencing kit version 3 and analyzed with Casava 1.8 (pipeline 1.9). The average size of the DNA fragments was around 500 nt; insert size is 300 nt. The total reads ranged from 317 to 750 million per sample yielding ample coverage for the 1‐Gb genome. Quality checks for sequencing data were done by FastQC (Andrews, 2010). Alignments were performed by using Bowtie 2 (Langmead & Salzberg, 2012). We used default alignment and reporting options. Bowtie 2 output files, in SAM format, were converted to the BAM format and sorted by Samtools (Li et al., 2009). The Integrative Genomic Viewer (IGV) was used to convert from BAM to TDF format and visualize normalized (count at base × one million/ total number of reads) data (Robinson et al., 2011). To call SNPs, we used the Samtools command (mpileup‐uf) and converted BCF to VCF format to visualize in IGV using either the Gmax275 Wm82.a2 soybean reference (https://phytozome.jgi.doe.gov) or the file modified to correct the sequence around the *i^i^* allele as described in Figure 1. A database of all unique single nucleotide polymorphisms (SNPs) and small insertions and deletions was assembled from all of the VCF files from the Bowtie 2 alignments against the Wm82.a2 genome. This allows comparison of these variants across any cultivar or set of cultivars.

### 4.4 Amplicon sequencing and analyses

Amplicons that span the deletion were amplified from genomic DNAs extracted from shoot tips of W55, W130, and UC9 mutant lines (*i*, black seed coats). The primers used are forward primer BC1F (5′CTATAATCATATCTATGGACTCTCCCTC3′) paired with a reverse primer BC2R (5′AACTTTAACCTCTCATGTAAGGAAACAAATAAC3′). BC1F is located in the 5′ most epimerase gene (Glyma.08G109100) and BC2R is located in the 5′ region of the galactosidase gene (Glyma.08G111000).

Polymerase chain reactions were performed in 50 μl volume reactions in 0.2 ml Corning Axygen thin‐walled tubes with 8 μl of 2.5 mM dNTP mix, 1 μl each BC1F and BC2R primers at 10 mM, and 0.5 μl of 5 units/μl of Takara LA Taq HS (contains Mg2+). Amplifications were performed in a PTC‐200 DNA Engine from MJ Research using reaction times as follows: initial denaturation step at 94°C for 1 min followed by 29 cycles of denaturing at 94°C for 10 s, annealing at 55°C for 1 min, and elongation at 68°C for 9 min, to end with a 10‐min extension at 72°C. For each soybean genotype, four reactions were pooled and purified with a Zymo DNA Clean and Concentrator kit and the concentration adjusted to between 40 and 64 ng/μl. A total of 35 μl were submitted for barcoding of PCRs, amplicon sequencing with the Illumina MySeq, and automated assembly by the Center for Computational and Integrative Biology DNA Core Facility at Massachusetts General Hospital. Coverage of each amplicon was 96,604 reads for W55; 213,458 for W130; and 228,668 for UC9. Representation of each base in an assembled contig sequence was generally >1,000 with the great majority being perfect matches to the consensus contig. Blast alignments were made to BAC56G2, BAC77G7‐a, or a 300,000 bp segment from the modified genome. Multiple alignments were conducted with Multalin (Corpet, 1988).

### 4.5 Messenger RNA sequencing and data analyses

Analysis of transcriptome data for *I* locus regions was derived from our previously published data sets on immature cotyledons or seed coats (Jones & Vodkin, 2013) and seedling cotyledons (Shamimuzzam & Vodkin, 2014) from the Williams cultivar. Unreported libraries representing nine additional tissues or developmental stages of immature seed or seed coats, or roots and leaves from seedlings were added to make a set of 39 different libraries representing multiple stages and repeats of tissues from the Williams cultivar. Also, four libraries comparing *i^i^* versus *i* alleles are reported here. Methods of library construction and sequencing were previously described and are summarized in Data Set S4. The total number of reads ranged from 19.5 to 183 million. All libraries were aligned using Bowtie 1 (Langmead, Trapnell, Pop, & Salzberg, 2009) to the transcripts representing all 88,647 Glyma models including all splice variants allowing three mismatches and up to 25 alignments per read. Hits were normalized as RPKM (reads per kb of model per million mapped reads) as in Mortazavi, Williams, McCue, Schaeffer, & Wold, 2008. Glyma models representing the first splice variant and genes within or flanking the *i^i^* allele were selected from the data and plotted in Excel graphs representing their expression trends during development. Alternatively, alignments of mRNA sequences against the modified Wm82.a2 were performed by using Bowtie 1. Alignments were made with no mismatches allowed by the command (‐v 0). We used commands (‐best ‐‐strata ‐M 1) that chose one among multiple valid alignments, which had a 100% match, and randomly distributed it (Treangen & Salzberg, 2012). Output files in SAM format were converted to the BAM format and sorted by the Samtools program (Li et al., 2009). The Integrative Genomic Viewer (IGV) was used to convert from BAM to TDF format and visualize normalized (count at base × one million/ total number of reads) data (Robinson et al., 2011).

### 4.6 Accession numbers

The data supporting the findings in this paper are shown in Data Sets [Link], [Link], [Link], [Link] and include the Short Read Archive accession numbers for all whole genome sequencing analyzed including 13 cultivars reported here, GenBank accessions for the novel *CHS5:1* hybrid amplicons from W55 (MK603183), W130 (MK658865), and UC9 (MK673308), and GEO (Gene Expression Omnibus) series GSE123655 for 12 new RNA‐Seq samples reported here.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

Y.B.C. and S.I.J. collected tissue samples, performed extractions, designed and conducted experiments, analyzed and interpreted data, and drafted results; L.O.V. designed approaches, obtained funding, led and coordinated the project, interpreted and analyzed data, drafted sections, and edited the manuscript.

# Supplementary material for: Nonallelic homologous recombination events responsible for copy number variation within an RNA silencing locus
**Source:** Plant Direct. 2019 Aug 27;3(8):e00162. doi: 10.1002/pld3.162
**Supplement:** Supplementary file 1

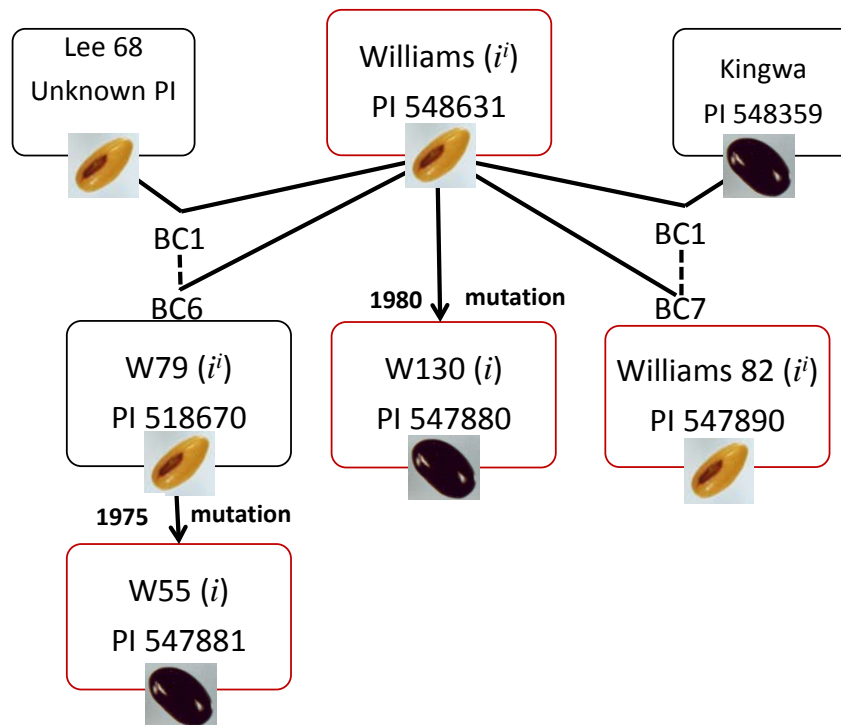

Supplemental Figure 1. Pedigrees of Williams Isolines Used in This Report.

Seed icons show the color phenotypes specified by alleles of the *I* locus. Pedigree information is available from the USDA Germplasm Resources Information Network (GRIN) which is searchable by the Plant Introduction (PI) number. Additional information and lab numbers for the lines used in this report (red outline) are listed in Supplementary File 1. Arrows indicate spontaneous mutations, while solid and dotted lines indicate backcrossing (BC). For example, W55 is a black seeded mutation that occurred spontaneously in the Williams 79 cultivar in 1975 and W130 was found in Williams in 1980. Williams 79 and Williams 82 are isolines created by bringing in disease resistance genes with 6 or 7 rounds of backcrossing (BC) using Williams as the recurrent parent.

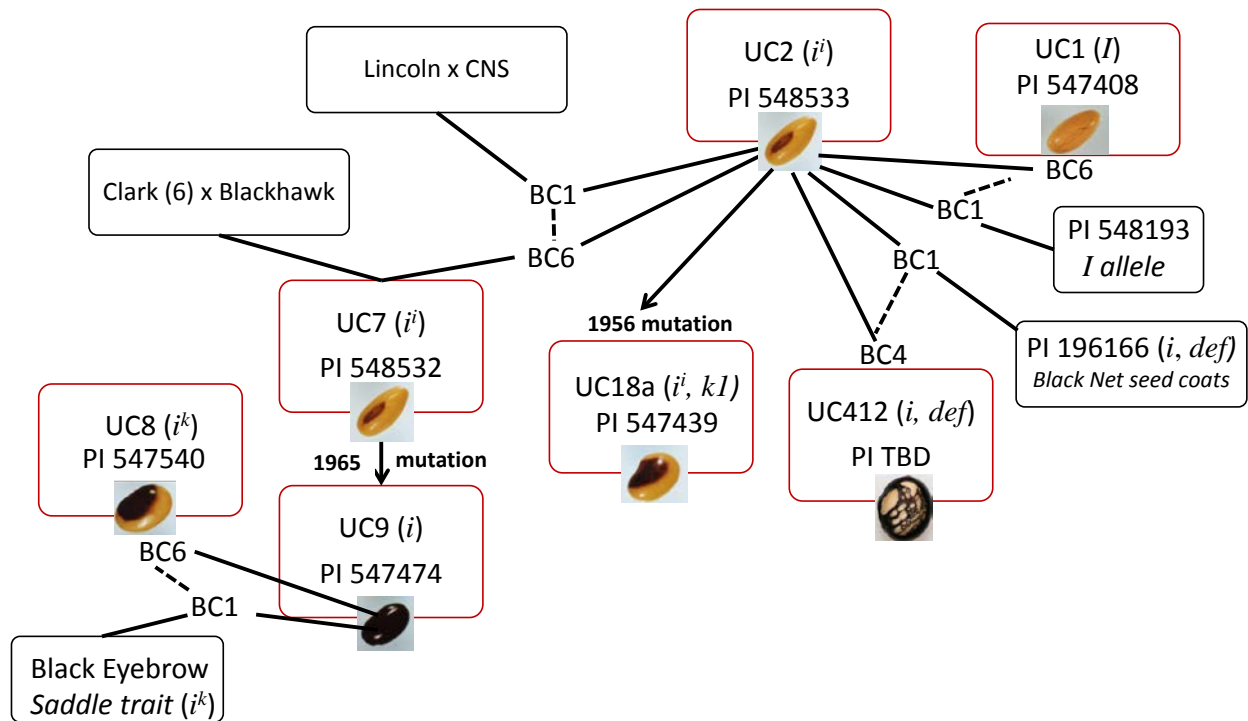

Supplemental Figure 2. Pedigrees of Clark Isolines Used in This Report.

Pedigrees of Clark isolines used in this report. Seed icons show the color phenotypes specified by alleles of the *I* locus. Pedigree information is available from the USDA Germplasm Resources Information Network (GRIN) which is searchable by the Plant Introduction (PI) number. Additional information and lab numbers for the lines used in this report (red outline) are listed in Supplementary File 1. Arrows indicate spontaneous mutations while solid and dotted lines indicate backcrossing (BC).

Clark 63 (UC7) was created by bringing in disease resistance genes with 6 rounds of backcrossing (BC) using Clark (UC2) as the recurrent parent. UC9 is a spontaneous black seed coat (*i*) mutation that was found in Clark 63. UC9 was used as the recurrent parent to create line UC8 (with the two color saddle phenotype) that carries the *i^k* allele of the *I* locus in place of the *i* allele. UC18a arose as a spontaneous mutation of the *KI* to *kI* allele which also creates a saddle pattern similar to the *i^k* allele (UC8). UC1 was created by backcrossing the dominant *I* allele into Clark to produce completely yellow seed coats. UC412 was created by backcrossing the recessive *i* and *def* genes into Clark to produce black defective seed coats (also called a net pattern) with defects in the cell walls of the seed coats.

[illegible]

Multiple alignment (Multalin) of coding sequences of the 15 CHS genes

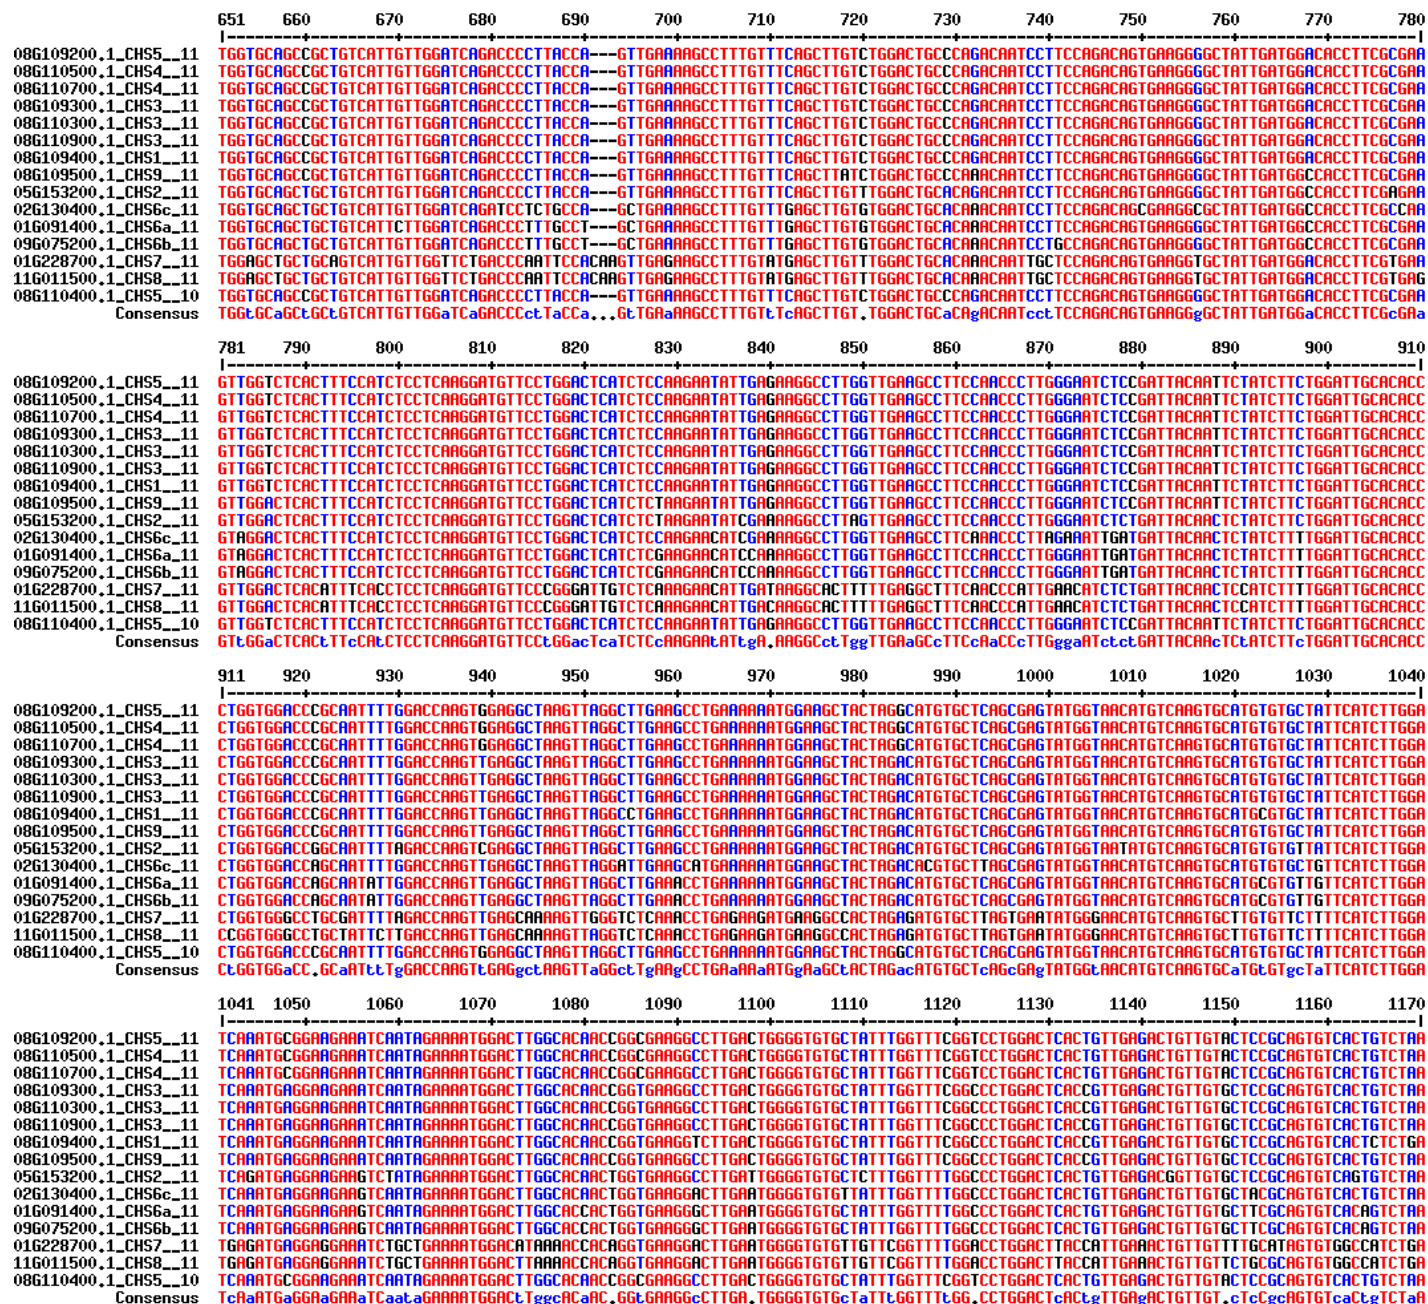

Supplementary Fig. 4b. Alignment of coding sequences for the three *CHS5:1* hybrid amplicons relative to *CHS5* and *CHS1*. There are 4 nucleotide differences between *CHS5* and *CHS1* in Exon 1 and 19 in Exon 2 including in the stop codon. The box marks the single base difference between W55 compared to W130 and UC9 at position 594 in the coding sequence.

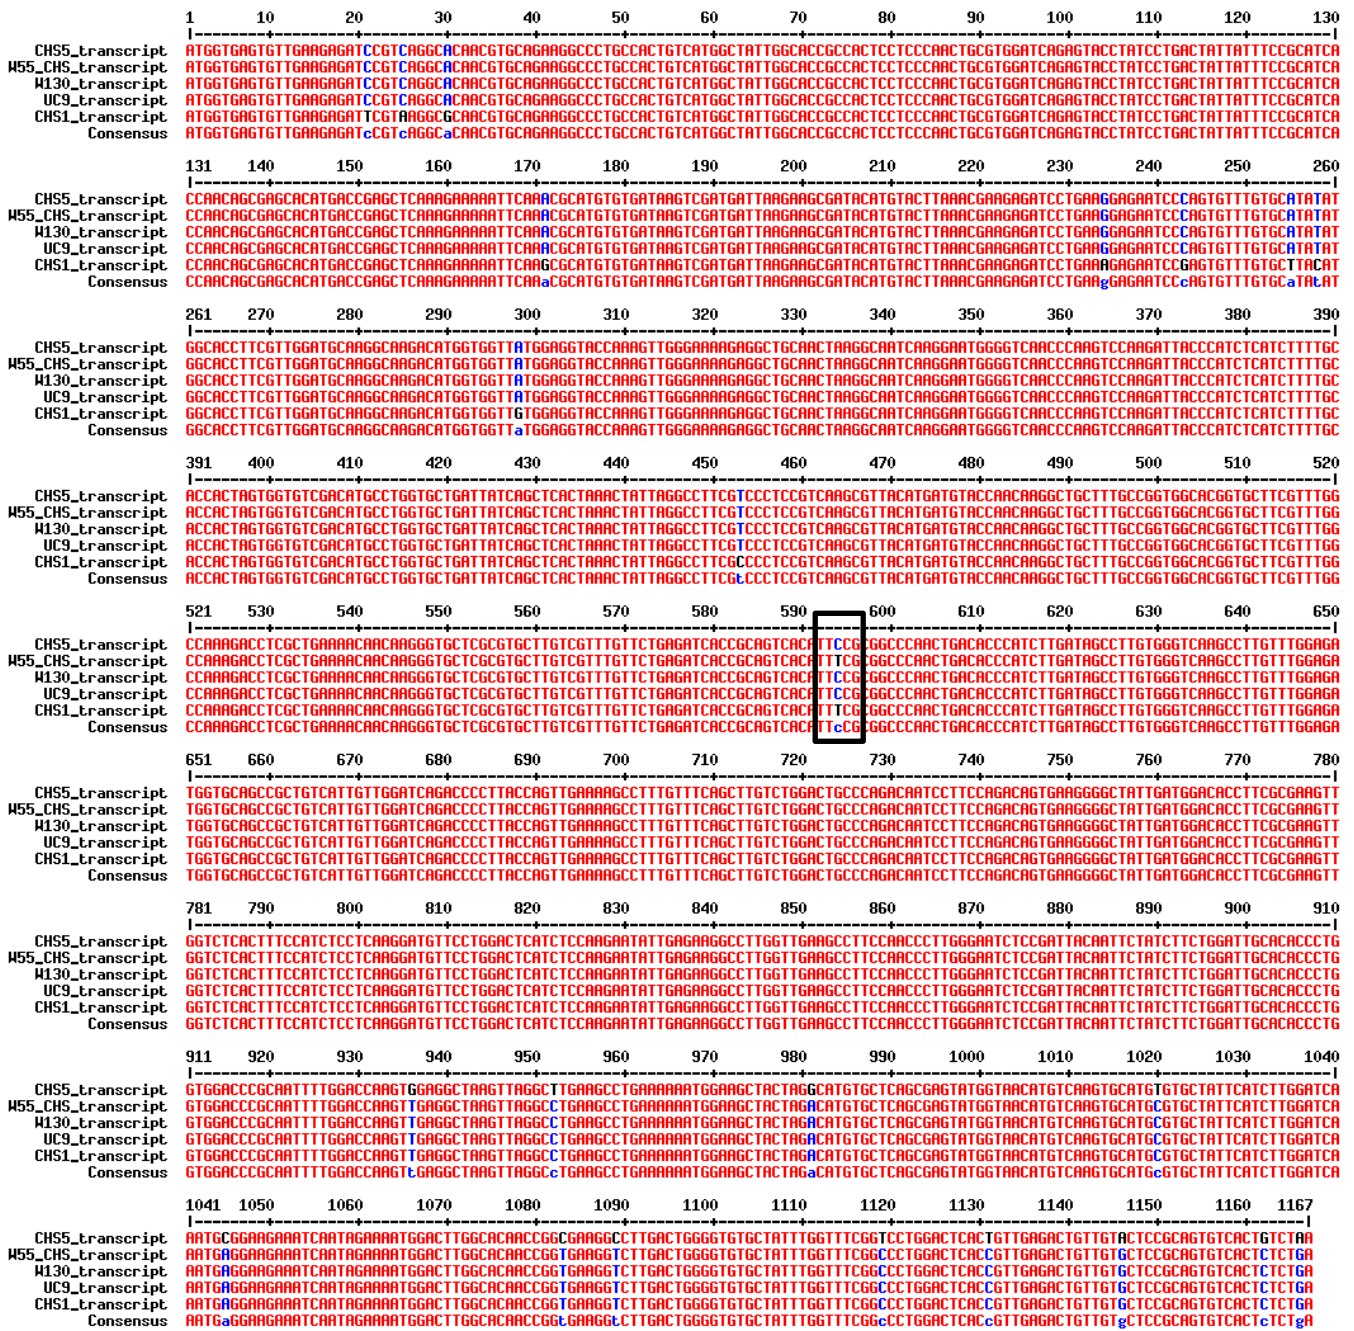

Supplementary Fig. 4c. Alignment of amino acid sequences for the three CHS5:1 hybrid amplicons relative to CHS5 and CHS1 proteins. Only three amino acids differ between CHS5 and CHS1. All three CHS5:1 hybrid amplicons (W55, W130 and UC9) are similar to CHS5 at positions 9 and 100 but the last amino acid switches to be similar to CHS1 at position 388. The single base difference of C to T between the three amplicons in the genomic sequence at position 719 and in the coding sequence at position 594 does not change the predicted amino acid composition of the CHS5:1 hybrid gene as it is a synonymous codon for phenylalanine at position 198.

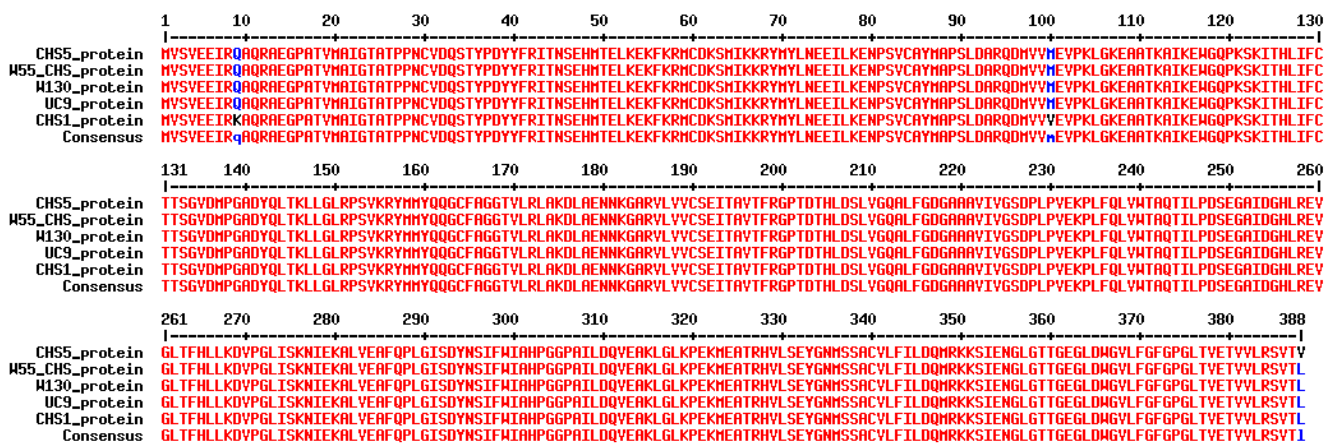

Supplemental Data Cho et al.

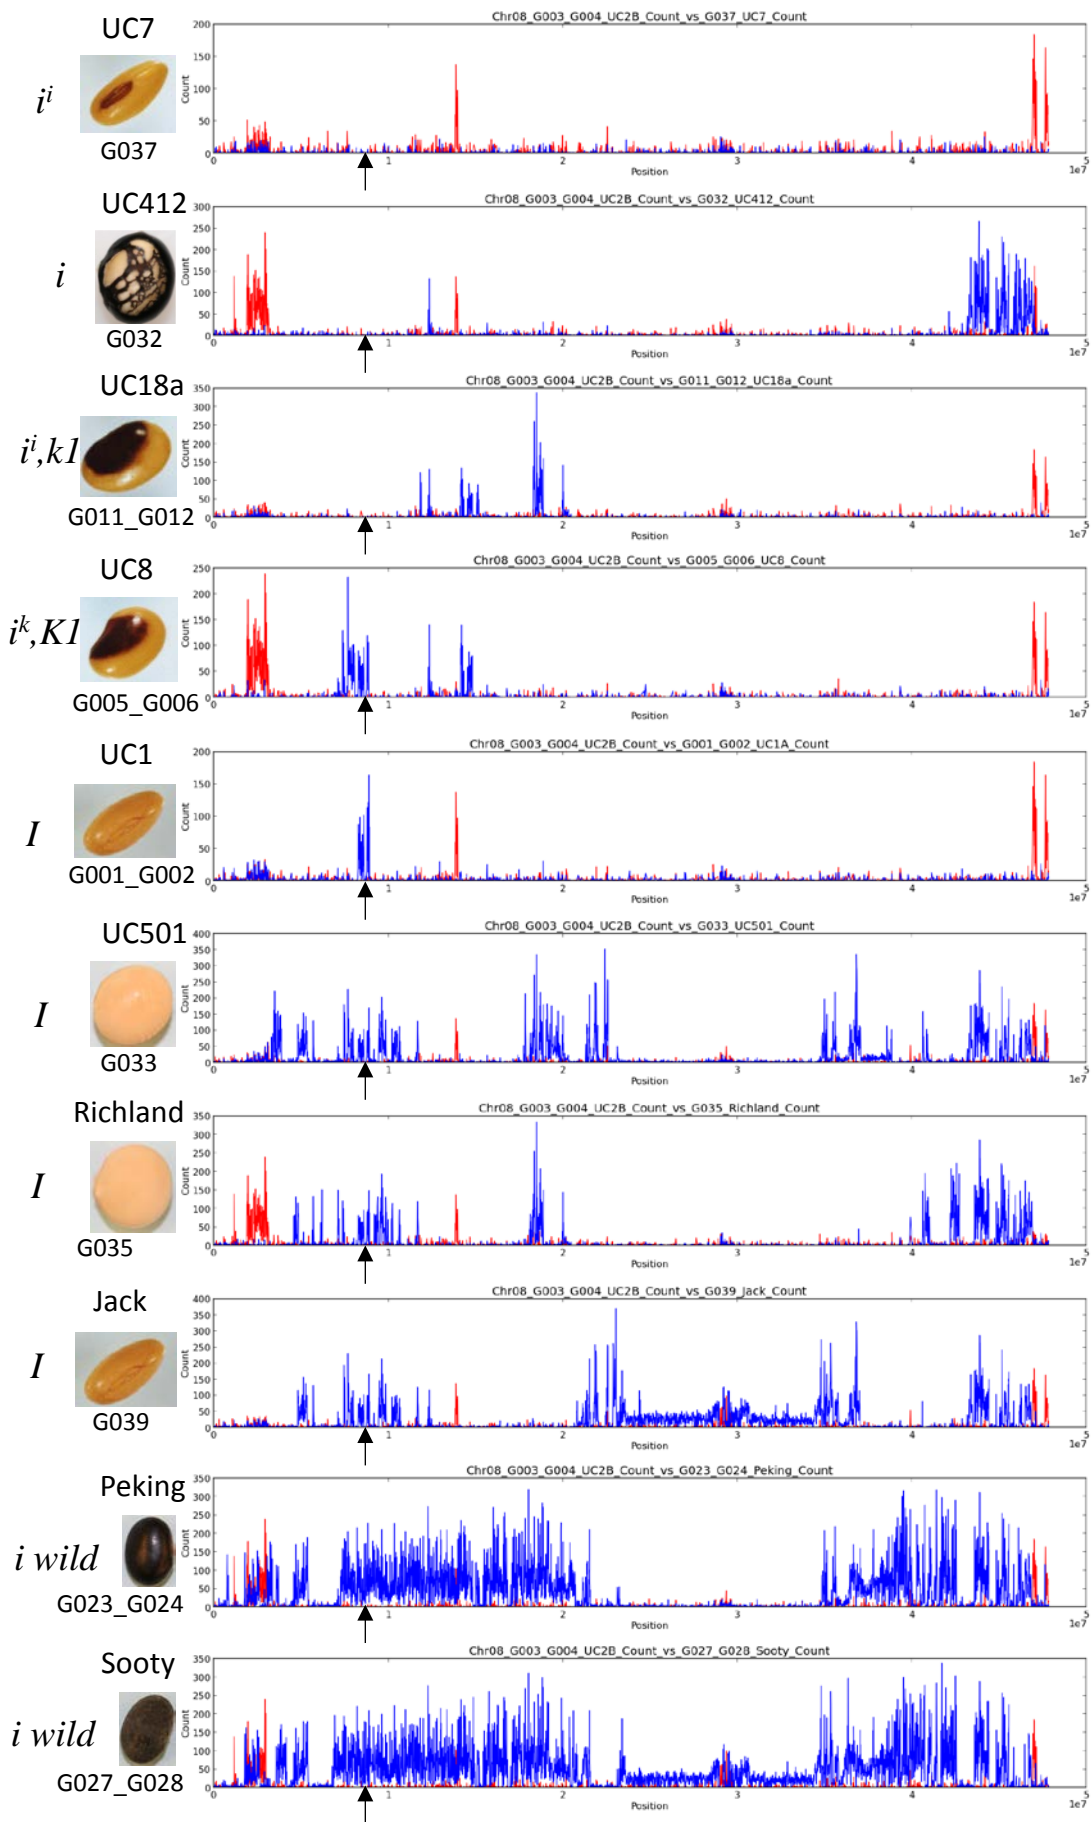

Supplemental Figure 5. Legend continued on next page.

Supplemental Figure 5. Two-Way Comparisons of SNPs and Small Insertions and Deletions in UC2 Clark (*iⁱ* Yellow Seed Coat, Black Hilum) Versus Other Sequenced Isolines or Cultivars with Different Alleles of the *I* Locus.

The seed phenotypes and genotypes are shown on the left side of ten isolines or cultivars that were subjected to whole genome resequencing and alignment to the Wm82.a2 reference genome. The number of variants on chr 8 for each isoline or variety were pooled into bins of 10,000 nt and plotted on the y-axis versus position of the bins on the x-axis. The number of variants per binned position of the ten sequenced isolines or cultivars (denoted by the blue lines) was compared to the number of variants in the standard Clark UC2 line (*iⁱ* yellow seed coat, black hilum) which is represented by the same red line in each graph. The black arrow underneath marks the SNP peaks found in the *I* (G001_G002_UC1) and *i^k* (G005_G006_UC8) isolines at 8.25 to 8.65 million which is the same region as shown in Fig. 5. It is clear in these two isoline comparisons that the SNP peaks in this region were introgressed during the repetitive backcrossing to form these two isolines. Other regions of considerable variation are found in the three cultivars that carry dominant *I* alleles (UC501, Richland, and Jack) as well as in the recessive *i* wild varieties Peking and Sooty.

Supplemental Data Cho et al.

Supplemental Table 1. Primer and Reporter Sequences Used for Digital PCR to Detect Copy Number of Highly Similar CHS Genes Which Comprise the *I* Locus Region on Chromosome 8

Target Gene	Primer	Sequence (Length)	CHS	1	2	3	4	5	6	7	8	9
CHS	Forward	TGCTTGTCGTTTGTCTGAGATCA (24)	# of mismatch	0	1	0	0	0	4	3	2	0
	Reverse	GGCTATCAAGATGGGTGTCAGTTG (24)		0	0	0	0	0	4	6	6	0
	Reporter	CCGCAGTCACATTCC (15)		1	4	0	0	0	4	2	2	0
Reference gene	Primer	Sequence (Length)	Lectin	1		2						
Lectin	Forward	TTTAGCTGAAGCAAAGCAATGG (22)	# of mismatch	0		Not aligned						
	Reverse	GTTAGGGAGAGAGATACAACCACATTC (27)		0		Not aligned						
	Reporter	CAAAGTTGAAAACCC (15)		0		Not aligned						

The # of mismatches shows a count of mismatches between the sequence of the primers and the sequence of the target or reference genes. As shown, the *CHS* forward and reverse primers have no mismatches for the *CHS* genes on chr 8 (1, 3, 4, 5, and 9) but numerous mismatches for *CHS* genes 6, 7, and 8 and the reporter has numerous mismatches for *CHS* genes 2, 6, 7, 8. The seed lectin gene *Lel* (Vodkin et al., Cell 1983) was used as a reference. Copy number of the target genes = adjusted signal of target gene / adjusted signal of the single copy reference gene.

# Supplementary material for: Nonallelic homologous recombination events responsible for copy number variation within an RNA silencing locus
**Source:** Plant Direct. 2019 Aug 27;3(8):e00162. doi: 10.1002/pld3.162
**Supplement:** Supplementary file 6

Dear Colleagues,

Thank you for the decision and the helpful reviews of our manuscript and reviews transferred from Plant Cell to Plant Direct. Our responses are in blue type and outline where changes have been made in the manuscript. In addition to the changes below, we have made a few formatting changes and added one sentence to the Figure 5 legend to clarify phenotypes and one additional reference about the seed phenotypes. All changes in the manuscript are in track changes and also highlighted.

Reviewer #1 (Comments for the Author):

Post transcriptional gene silencing of Chalcone synthase (CHS) by endogenous siRNAs produced by the I locus regulated seed coat color in soybean. Cho et al have compared copy number variation and single nucleotide polymorphisms among 15 soybean cultivars that carry different alleles of the I locus. Digital PCR was used to evaluate copy numbers of CHS genes specifically in the siRNA generating I locus. Amplicon sequencing of a portion of the I locus in lines with reduced copy numbers and whole genome re-sequencing of all the lines were used to determine the nature of deletion and changes in genetic sequence respectively. The work has identified gaps in the current genome assemblies of soybean and reveals a rare example of a potentially non-allelic homologous recombination event in plants. This recombination led to large deletions in the siRNA generating region (leading to light seed coat color). The data are presented clearly and figure legends are detailed and self-sufficient. The findings are likely to be interest to soybean breeders and some genome biologists. I have the following comments/concerns on the manuscript.

Comment 1. Digital PCR provides clear grouping of I, ii and mutant derivatives i (UC9, W55, W130) although W55 appears to have large variations in copy number. Is this a technical artifact? Can the authors generate supporting data using alternate approaches?

Response: In Figure 2, one of the three digital PCR biological repeats was a significant outlier for the W55 sample indicating a higher copy number than the other two lines in this grouping which were UC9 and W130. Based on further evidence shown in Figures 3 and 4, this one technical repeat outlier is very likely from a sampling or labeling error. The W55 sample is one of the mutant lines that were subjected to whole genome sequencing and the data clearly show a large deletion for this particular mutation in Figure 3a (Williams 55 is the same as W55) which includes a number of the CHS genes. Finally, Figure 4c shows the sequence of the 7.9 kb amplicon from W55, demonstrating that the recombination event between the distal two CHS genes eliminated the intervening CHS copies. Thus, we are confident that the two repeats that show a low copy number, and not the outlier for the digital PCR data, represent the W55 line.

Comment 2. It is clear that ii > i mutations resulted in loss of siRNA-generating CHS copies in UC9, W55, and W130, and a smaller deletion in UC142. No clear explanation is provided for the relationship between copy numbers and phenotypes of other groups. The authors did whole genome resequencing of the lines, but observed complete base coverage w/o evidence for deletions in these other lines with a dark seed coat phenotype or the apparent copy number

variation between I and ii. The statement in lines 331-333 seems to indicate that reads from the repeat regions may not be distinguishable. Is it possible to amplify smaller fragments of the repeat regions to obtain clues (size difference) or perform amplicon sequencing? Did the authors closely evaluate alignments for potential variations between the duplicate copies of each CHS gene in I locus?

Response: This system illustrates the difficulty of working with highly repeated sequence regions in that primer choices for determining the exact structure are severely limited. As illustrated in our browser track lines in Figures 1, 3, and 6, the blue lines represent identical and red lines nearly identical 10 to 20 kb regions. As we indicated in the original manuscript on page 9, in lines 282-293, we tried unsuccessfully with numerous primer sets to get amplicon fragments that would span the breakpoint of the smaller deletion in UC412. However, since there are regions of 100% similarity within the CHS inverted repeat region for spans of over 10,000 bases, there are few good choices for amplifying fragments less than that size. Ironically, our success in amplifying fragments that span the breakpoint region of the larger deletions found in the W55, UC9, and W130 mutations resulted from the naturally occurring NAHR removal of most of the CHS genes and also of the second primer binding region to the epimerase gene (shown by the red arrows in Figure 3a) resulting in successful amplification of a PCR fragment.

Repetitive regions of larger sizes also cause difficulty in extracting breakpoints for paired-end whole genome sequences when the pairs are an average size of approximately 500 bases which is standard. As stated in the Introduction and in the display of the two JGI reference genome assemblies shown in Figure 1a and 1b, these automated assemblies did not represent the i^i allele accurately but instead had inversions and/or gaps. The BAC sequences that we had reported earlier by traditional Sanger sequencing of overlapping subclones and primer walking were more accurate for the I locus as shown in Figure 1c. As we discussed in the manuscript, longer read sequencing technologies may be applicable to the I locus region in the future.

On the other hand, the digital PCR results in Figure 2, have value in assessing the number of copies for very similar sequences as with the CHS genes and led to classification of the mutations in various groups by copy number. Thus, taken together, the two technologies reinforce each other.

Comment 3. Legend in Figure 5 indicates that SNPs were identified based in W82.a2 reference genome (non-modified). The authors state that there are gaps in this assembly and they modified it based on BAC sequences. It is not clear to me why the authors did not use the one they modified version for SNP identification.

Response: Since the modified gene region is only different around the inverted repeat region of the I locus, we wanted to stay with the currently available Williams 82.a2 genome for our whole genome analyses of SNP variants so that the position numbers would be the same on chromosome 8. Either way, the conclusion would be the same that the SNP density for the I locus is very different between the i^i , I, and wild i alleles. This finding has implications for breeding using different germplasm lines.

Comment 4. While the focus on this work is the I locus alleles, evaluation of the stilbene branch

genes for potential duplication and presence in repeat gene regions might reveal evolutionary relationships regarding siRNA-mediated regulation of these gene families.

Response: That would be an interesting project, and we can do that with current small RNA and RNA-Seq data, but it would be a separate project if there were to be any positive indication for such an RNAi regulation.

5. Please add kb scale bars in Figures 1, 3a, 4a and 6a.

Response: The kb positions on the gene tracks in Figure 1e, 3a, 4a, and 6a are found below the alignment track at the vertical bar positions. We have indicated this more clearly in the legends and that the vertical bars denote 20 kb segments.

Reviewer #2 (Comments for the Author):

This study demonstrates the role of NAHR in generating mutant alleles in the locus controlling seed coat color in soybean. As the authors indicate, this is likely the first direct observation, albeit by pedigree, of NAHR in plants, though it has described at length in yeast and human. This continues the corresponding author's work on the genetics of seed coat color in soybean which includes a complex arrangement of duplicated genes that lead to interfering RNAs.

The data and analysis are thorough and I don't see any major, or minor, flaws, but I am somewhat concerned about how much general interest it will generate. The only suggestion would be to have a model for the NAHR to make it easier for the reader to understand how the alleles are generated.

Minor comment: p15 and 16, Lye and Peruganan 2019 should be Lye and Purugganan.

Response to Reviewer #2: Because of the length of the paper already, and the fact that many gene tracks with the repetitive gene region have already been displayed in each figure, we do not feel that a general model of non-allelic homologous recombination would add significantly. Figure 4 is the critical figure showing the data supporting the hybrid gene. We have corrected the spelling indicated.

Reviewer #3 (Comments for the Author):

The authors examined copy number variation (CNV) of the *CHS* gene within a segment of chromosome 8 in the soybean genome that contains the *I* locus responsible for phenotypic changes in seed coat color. CNV analysis and whole-genome re-sequencing of 15 cultivars containing different alleles of the *I* locus identified changes in *CHS* gene copy number associated with the alleles. Furthermore, the authors observed NAHR events between *CHS* genes located within the segmentally duplicated region on chromosome 8 that resulted in the observed allelic variation at the *I* locus resulting in a hybrid *CHS* gene.

The work is well-written and characterization/analysis of the *I* locus was thorough. The reviewer appreciates the use of the seed coat phenotype associated with each allele and cultivar in the

figures. The finding was significant in furthering our understanding of the regulation of phenotypic changes (i.e., seed coat color) at the DNA level associated with a domestication trait. While the science is solid, I am concerned with the general interest of the work.

Minor comments:

1. On line 544, the authors stated "three to four biological replicates" were used but the legend in Figure 2B associated with the analysis indicated "three to six replicates".

Response: We changed page 15 to read "three to six" which is correct.

2. Figure 6 legend part (B-C). The text should read "four flanking genes are graphed in part (B)."

Response: This has been corrected.

3. On line 614, the authors stated "Supplemental Data Sets 1-5" but there are only Data Sets 1-4.

Response: This has been corrected to read Supplemental Data Sets 1-4.

Reviewer #4 (Comments for the Author):

Non-allelic homologous recombination events responsible for copy number variation within an RNA silencing locus (TPC2019-RA-00457) by Cho et al.

The authors reviewed current and past genome assemblies and identified gaps and sequence rearrangements resulting from difficulties assembling highly repetitive loci. They aligned this region to a previously published BAC sequence and modified the locus sequence accordingly. Sequence data mapped correctly to the modified sequence. The authors next used digital PCR to quantify CHS copy number in soybean lines with different alleles of the I locus and found copy numbers in three black seed lines (UC9, W55 & W130). A 8kbp amplicon within the I locus was generated in these lines and it was sequenced to confirm a large ~138 kbp deletion resulting in a novel hybrid CHS gene comprised of both CHS5 and CHS1 genes called CHS5:1. They used amplicon sequence data to show the formation of this gene was generated by non-allelic homologous recombination. Using whole genome sequencing of yellow and black seeded lines they show the SNP variations of the I locus in different alleles.

Importance of findings:

Demonstrated the black seed phenotype from the i mutation resulted from a deletion repaired by non-allelic homologous recombination.

The authors corrected the mis-annotated genome assembly at the I locus.

Quality of experiments:

Excellent

Points in favor:

Well written and an enjoyable read

Points detracting:

The authors claim in the summary that expansion of CHS gene formed an inverted CHS repeat that spawned production of CHS siRNAs resulting in yellow seed coats. This claim is not a novel finding as it has been presented in previous work by Tuteja et al. 2009, Cho et al. 2017 etc.

Response: We have rewritten our summary paragraph to clarify what was background of the system and what we reported in this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

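The series holds 12 RNA-Seq libraries, 1 per condition and without replicates: 11 of the Williams cultivar (cotyledons, embryo axes, seed coats, roots and leaves) and 1 of W55, the black-seeded line with the deletion. The authors aligned the reads with Bowtie 1 to the transcripts of 88647 Glyma models with 3 mismatches and up to 25 alignments per read, and deposited RPKM values for the first splice variant of 56044 genes, with the Pfam domains and the closest Arabidopsis match of each. The version of Bowtie beyond its series number is not stated. Other splice variants are not in the deposited values, so they could not be summed. The deposited values matched 308 of 308 values of Data Set S4c and 96 of 96 values of Data Set S4b within 0.1%, apart from zeros, which the paper sets to 0.01.

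An RPKM value is a number of hits divided by model length and by a library total. For each library the smallest total was sought that makes the hits of the 48 models of Data Set S4b whole within 0.001, with the cDNA lengths given there. The totals found ranged from 14.7 M to 187 M alignments (median 105 M) and were 1.04 to 2.24 times the numbers of reads in Data Set S4a, which range from 10.1 M to 83.8 M. With these totals, model lengths were found for 54020 models, as the shortest length that makes the hits whole in every library. This length equalled the listed one for 47 of the 48 models and was a divisor of it for 1. A read can be a hit of several models, so hits are not independent.

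The seed coats of Williams and W55 were compared by RPKM, by the ratio of RPKM with an exact Clopper-Pearson 95% interval from the hits, and on the log2(RPKM + 0.1) scale. A model without hits in W55 was given a lower bound at 3 hits. Intervals cover counting error only. Models of the region were counted as different at 2-fold, and all models with at least 1 RPKM in either library at 4-fold. The paper's own values for the models of the region had been seen when these choices were fixed before the data were examined. The gene lists (phenylpropanoid entry enzymes, flavonoid enzymes after *CHS*, flavonoid transport and regulators, isoflavone synthase, chalcone or stilbene synthase models left out of the *CHS* genes, RNA silencing proteins, seed storage globulins, oleosins, late embryogenesis abundant proteins, small heat shock proteins, light harvesting and Rubisco small subunit, Casparian strip proteins, mitotic cell cycle, ribosomal proteins) were fixed at the same time, by Glyma identifier, closest Arabidopsis locus or Pfam domain. The ribosomal protein list takes every model with a ribosomal protein domain, those of plastids and mitochondria included. For a list with at least 5 measured members, its median log2 difference was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these 2 libraries and not as a test. The models named in the text are those the paper names, the 10 with the largest rise and the 10 with the largest fall in W55 among models with at least 5 RPKM in either library, the 3 highest members of each list and the 3 highest models of each library; from these the text gives a selection.

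Across models the log2 difference between W55 and Williams fell with model length (Spearman −0.32 across models, which are not independent replicates). The reference table of gene names carries no Glyma identifier, so names come from the deposited annotation and from Data Set S4b. On simulated libraries for the comparison of the Williams and W55 seed coats, 12 of 12 totals and 497 of 500 lengths were recovered, 19 of 20 unchanged lists lay in the central 95%, and all 5 lists raised and all 5 lists lowered 1.5-fold lay outside it. At the 4-fold limit, 94 of 97 models changed 8-fold, 0 of 97 changed 3-fold and 9 of 29651 unchanged models were called. The simulated W55 was drawn from the Williams means with counting error only, and list members were picked at random. It held no variation between libraries or plants, no joint regulation and no trend with length. These rates therefore check the computation and do not carry over to the real lists and counts. Alternatives tried were other pseudocounts, scaling to the median ratio or to TPM, other fold limits and minimum RPKM, and others chosen after seeing the data, such as leaving the unannotated chromosome 13 models out of the denominator. For the pattern of heat shock and ribosomal protein transcripts, the tests were narrowed after the list medians had been seen: seed storage globulins were in the pattern at first, with embryo tissue in the Williams sample as a further explanation, which was dropped because no embryo of 25–50 mg seed is in the series. The medians of the other embryo lists, oleosins and late embryogenesis abundant proteins, are given with the further observations. The stage correlation was first set over all models together and was taken within bins of length after that value and the trend with length had been seen. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Digital PCR, genome resequencing and amplicon sequences of the paper, and the Clark lines UC7 and UC9, are not in these libraries and were left out.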

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

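Of the tests below, the one on model length was set before its result was seen, and the others were chosen after the patterns were seen. The comparison of W55 with Williams rests on 1 library each, so no pattern has a replicate check, and no outlier test among libraries was possible.

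Several transcript groups that the paper does not discuss differed between the W55 and Williams seed coats. Models of small heat shock proteins had a median log2 difference of −0.93 (22 of 48 at least 2-fold lower, 3 higher), below all 10000 random lists matched on expression, for example the mitochondrial HSP23.6 match Glyma.12G013100 at 59.1 RPKM in Williams and 14.3 in W55. This median was −0.55 with a pseudocount of 1 RPKM and −0.51 without the minimum of 1 RPKM, below all random lists in each case. Ribosomal protein models had a median of 0.51 (563 of 596 higher in W55, of which 30 at least 2-fold, and 3 at least 2-fold lower), above all of these random lists.

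The heat shock and ribosomal protein lists are of short models, with median lengths of 980.5 and 987 nt beside 1696 nt for all models, and longer models were lower in W55. Against length of the models as the cause, 0 of the 2 lists lay inside the central 95% of random lists matched on length and expression, and the lists moved apart. A W55 seed coat of an earlier stage than the Williams seed coat is a candidate explanation that stays open. The Williams seed coat libraries of 5–6 mg and 200–300 mg used for it also differ in read length (75 and 100 nt). They differ too in the share of RPKM in the chromosome 13 models (75.6% and 7.69%), so their difference is not of stage alone. Between Williams seed coats of 5–6 mg and 200–300 mg, the heat shock list was lower (−0.72) and the ribosomal protein list higher (1.81) in the younger one relative to all models, and across the other 25512 models this stage difference correlated with that between W55 and Williams (Spearman 0.33 over all of them, as the test was first set, and a median of 0.24 over 10 bins of length, range 0.22 to 0.29, a form taken after the first value was seen). Of the lists outside the random spread in both comparisons, 4 moved in the same direction, these 2 with mitotic cell cycle models (6.19) and seed storage globulins (−4.10). Another 3 moved in opposite directions: light harvesting proteins (3.76 between the stages and −0.28 in W55), oleosins (−4.71 and 0.36) and flavonoid enzymes after *CHS* (3.06 and −0.05). Outside it between the stages but inside it in W55 were 3 lists: late embryogenesis abundant proteins (−6.51 and −0.04), phenylpropanoid entry enzymes (2.56 and −0.04) and flavonoid transport and regulators (4.07 and 0.01). These calls were matched on expression and not on length. Some lie near the limit: heat shock between the stages (−0.719, lower limit −0.683) and oleosins in W55 (percentile 97.51, and 85.9 when matched on length too). Stage and line cannot be told apart with 1 library each. Other differences between the lines (the paper's main text places the origin of W55 in Williams, a supplemental legend in Williams 79) stay open and, like library preparation, were not tested.

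Some RPKM was left in W55 for models that lie within its deletion. RNA of a Williams seed coat mixed into the W55 library would leave the same share of every model, but Glyma.08G110100 kept 32.2% of its Williams RPKM (95% interval 27.2% to 38.0%) and the acyltransferase Glyma.08G110000 at most 4.38%, so the tables argue against it as the whole cause. Alignments from other models of similar sequence stay open. From genome resequencing, the paper reports that some non-*CHS* genes of the region aligned as if unique, with very few alignments from other chromosomes. It names the RNA recognition motif, transferase, myb and hypothetical genes among them, which goes against this source. Those were DNA alignments, and whether the same holds for RNA reads aligned with mismatches was not tested. The paper's RNA alignments without mismatches are not covered here. For Glyma.08G110600, which kept 3.54 RPKM in W55, the lowest of the 8 Williams libraries with less than 25% of RPKM in the chromosome 13 models was 0.877 RPKM, but another copy could also be lower in those tissues, and without the sequences this cannot be told apart. No biological explanation was tested.

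The 136 unannotated models in a set stretch of chromosome 13 took 75.6% of the summed RPKM in the Williams seed coat of 5–6 mg seed, 53.9% in the cotyledon of 5–6 mg seed and 47.6% in the dry seed coat, a signal in genes that the paper does not discuss. Their share of hits differed 10.1-fold among the 6 HiSeq libraries of 100 nt (2.85% to 28.8%), so the sequencing machine alone does not account for it. A single source of RNA for all models of the block is in line with their joint rise and fall, with a median pairwise correlation of 0.88 among 98 of them over the 12 libraries. Ribosomal RNA left in the libraries is a candidate source, since the Glycine max v4.0 reference table lists 406 of its 459 ribosomal RNA genes on chromosome 13, but its identifiers could not be matched to these models, so that it cannot be told apart from another transcript of this region. Tissue, stage and preparation are confounded here.

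In the mitotic cell cycle list the median log2 difference of W55 and Williams was 0.55, and in the seed storage globulins −1.69. Glyma.15G199600 (a lipid-transfer protein match) was 46.9-fold lower in W55 (234 hits in Williams and 6 in W55, 95% interval 21.2 to 129), Glyma.15G217100 (MLP43) 31.0-fold lower (155 and 6 hits, 13.9 to 85.9) and Glyma.18G285100 (BAG5) 17.6-fold lower (424 and 29 hits, 12.1 to 26.6). Glyma.20G011400, a glycine-rich protein with 8337 RPKM in the 200–300 mg Williams seed coat, was 9.99-fold higher in W55 from few hits (7 and 84, 4.64 to 25.6).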

How the results depend on the processing

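No paired analysis was possible because each condition has 1 library; for the same reason no library could be left out of a group and no other split of the samples exists. Sums over all splice variants were not run, since only the first variant was deposited. Of 85 settings tried on 15 main results, 65 left the value within its counting error or, for a count, within 1.5 times. Among named models of the region, 135 of 135 settings kept the direction, which none of them could have turned. A pseudocount cannot change the sign. The scalings shifted W55 against Williams by −0.094 on the log2 scale at most (TPM), beside a smallest difference of −0.253 (the epimerase). Of these settings, 11 moved the value by more than counting error, all but 1 (*CHS7* in TPM) with a pseudocount of 1. With it the log2 difference was −2.30 in place of −4.38 for the DnaJ model, −1.44 in place of −4.19 for the acyltransferase and −2.66 in place of −5.76 for the fragment. The count of models 4-fold different between W55 and Williams (215, of which 71 higher and 144 lower) was 35 (6 and 29) with a pseudocount of 1, 1929 (884 and 1045) at 2-fold, 621 (273 and 348) without a minimum and 62 (15 and 47) with a minimum of 5 RPKM; that fewer or more models were counted follows from these limits. Of the 9 chr 8 *CHS* models, 0 were lower at a 4-fold limit. Of the 7 deletion models expressed in Williams, 3 were below the limit in W55 with a limit of 0.5 RPKM or in TPM, in place of 5. The root to dry seed coat ratio of SHMT was 66.3 in TPM and 31.7 with the unannotated chromosome 13 models left out of the denominator. The storage globulin share of the 200–300 mg cotyledon was 0.331% without its highest member and 0.618% with those models left out, and the share of late embryogenesis abundant proteins in the dry seed coat was then 8.74% in place of 4.58%. The median of the flavonoid enzymes after *CHS* changed sign, from −0.0528 to 0.0355, without the minimum of 1 RPKM, and the cause was not tested. Of 66 settings on list medians, 55 moved by no more than 1 SD of random lists. Among these, matching on length changes only the random lists and could not move a median. The alternatives without the chromosome 13 models, those matched on length, those for the deletion models below the limit in W55 and the 3 hit limit for other tissues were chosen after seeing the data. Matched on length as well, 6 of 11 lists lay outside the central 95% of random lists in place of 8; RNA silencing proteins and oleosins no longer did. Depth limits the low models most: 7 and 4 hits for Glyma.08G108700 allow a ratio from 0.535 to 9.80.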

Differences from the paper's values

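All 134 RPKM values and ratios set beside those of Data Set S4b were within 1.5 times of the paper's. The deposited RPKM values match those of that data set within 0.1%, so this is not an independent check. For the acyltransferase Glyma.08G110000 and the fragment Glyma.08G110800, which had no hit in W55, the paper's ratios are 172 and 532, from zeros set to 0.01, beside lower bounds of 22.8 and 10.4 here, which do not contradict them.

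The paper states that most models of the deletion were not expressed in the black lines W55 and UC9, from the alignments of Fig. 6 and from RPKM. The Clark lines and those alignments, made without mismatches, are not covered here, so the values below bear on W55 alone. At 1 RPKM, 5 of the 7 models expressed in Williams fell below the limit in W55, and the hypothetical genes Glyma.08G110600 and Glyma.08G110100 did not, at 3.54 and 2.23 RPKM. With a limit of 0.5 RPKM or in TPM, alternatives chosen after seeing the values, 3 of the 7 fell below it. The paper names a cytochrome P450 among the deletion genes expressed outside the seed coat. Its highest value in the 7 libraries of other tissues was 0.480 RPKM, in leaves. In TPM the P450 passed 1, and 6 of the 8 models were then expressed in place of 5. Set against the W55 seed coat level of each model, 6 were counted, and 5 when a level below 3 hits in W55 was set to that of 3 hits; the P450 was then among them and Glyma.08G110600 was not. The paper's survey has further libraries, and of the 25 libraries of Data Set S4c without seed coat or whole seed, 1 has the P450 above 1 RPKM, green cotyledons of seedlings at 1.29 RPKM. That library is not covered here. The other 4 models the paper names reached 1 RPKM in at least 1 of the 7 libraries. The acyltransferase did so in 2, Glyma.08G110600 in 6, and the RNA recognition motif model and Glyma.08G110100 in all 7. Glyma.08G110600 was above its W55 seed coat level in 0 of the 7 and Glyma.08G110100 in 5. The paper calls SHMT one of the most highly expressed models. It ranked 2 or 3 of the 24 flanking models in 5 of 11 libraries and 11 to 13 in the other 6.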

Other observations

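Apart from *CHS*, the flavonoid pathway had similar RPKM in the black and the yellow seed coat. Of 22 models matched to the phenylpropanoid entry enzymes, 16 had at least 1 RPKM, and none of these differed 2-fold (list median on the log2 scale −0.04, percentile 12.2 among random lists matched on expression; −0.17 and percentile 2.305 without the minimum of 1 RPKM). Of 54 models matched to flavonoid and anthocyanin enzymes after *CHS*, 26 had at least 1 RPKM and none differed 2-fold (median −0.05, percentile 1.40, 0.1 when matched on length as well, and 22.4 without the minimum). Their highest members were the leucoanthocyanidin dioxygenase matches Glyma.11G027700, at 561 RPKM in Williams and 529 in W55, and Glyma.01G214200, at 499.9 and 493 RPKM, and the flavanone 3-hydroxylase match Glyma.02G048400, at 487 and 411 RPKM. Of 15 models of flavonoid transport and regulation, 7 had at least 1 RPKM and none differed 2-fold (median 0.01, percentile 17.8), among them the TT12 match Glyma.14G032400 at 94.7 and 95.5 RPKM and the TT8 match Glyma.10G026000 at 51.2 and 42.4 RPKM. Both isoflavone synthase models were below 1 RPKM. Of the 9 chalcone or stilbene synthase models that the paper leaves out of its *CHS* genes, fragments among them, 1 reached 1 RPKM, the fragment Glyma.05G153100, listed with *CHS2* in Data Set S2, at 0.547 RPKM in Williams and 2.20 in W55. None of 54 expressed models of RNA silencing proteins differed 2-fold. Their median was −0.18 (percentile 0.38 on expression alone and 39.3 when length was matched too), with the AGO1 match Glyma.09G167100 at 41.7 and 33.5 RPKM.

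Other groups of the seed coats differed more. Of the 10 expressed seed storage globulins, 8 were at least 2-fold lower in W55, all at low levels, such as Glyma.20G148300 at 6.55 RPKM in Williams and 2.10 in W55. Other embryo transcripts did not follow: oleosins had a median of 0.36 (percentile 97.51, but 85.9 when length was matched too, 95.6 with a pseudocount of 1 and 92.6 without the minimum) with none of 8 different by 2-fold, and late embryogenesis abundant proteins −0.04 (percentile 33.2) with 2 of 16 lower. Models of light harvesting and the Rubisco small subunit had a median of −0.28, below all random lists, with 1 of 46 higher by 2-fold and none lower. Of 15 mitotic cell cycle models 12 were higher in W55 (percentile 99.99), 1 of them by 2-fold and 1 lower by 2-fold, with the CDKB2;2 match Glyma.17G262300 at 16.4 and 28.2 RPKM. None of the 15 Casparian strip models reached 1 RPKM. Besides models of the deletion, the 10 largest falls in W55 held the heat shock protein match HSP101, Glyma.06G202200, at 7.19 RPKM in Williams and 0.525 in W55, and the kelch F-box models Glyma.13G360600, at 15.3 and 0.959 RPKM, and Glyma.15G013300, at 22.0 and 1.62 RPKM. The 10 largest rises held, besides *CHS7* and *CHS8*, the strictosidine synthase match Glyma.04G156700, at 1.39 and 6.72 RPKM, the xyloglucan endotransglucosylase XTH9 match Glyma.13G304400, at 11.2 and 50.8 RPKM, and the lipid-transfer protein match Glyma.17G111100, at 15.4 and 70.3 RPKM. The glycine-rich Glyma.20G011400, at 0.577 and 5.76 RPKM in these seed coats, was among the 3 highest models of the Williams seed coats of 200–300 mg seed (8337 RPKM) and of dry seed (14437 RPKM). The highest annotated models elsewhere were a papain family protease, Glyma.10G207100, in desiccating cotyledons (5813 RPKM), a drought-induced DI21 match, Glyma.17G027400, in embryo axes of 300–400 mg seed (8440 RPKM), and an acid phosphatase, Glyma.07G014500, in leaves (6568 RPKM).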
